# CaMKK2 in myeloid cells is a key regulator of the immune-suppressive microenvironment in breast cancer

**DOI:** 10.1038/s41467-019-10424-5

**Published:** 2019-06-04

**Authors:** Luigi Racioppi, Erik R. Nelson, Wei Huang, Debarati Mukherjee, Scott A. Lawrence, William Lento, Anna Maria Masci, Yiquin Jiao, Sunghee Park, Brian York, Yaping Liu, Amy E. Baek, David H. Drewry, William J. Zuercher, Francesca R. Bertani, Luca Businaro, Joseph Geradts, Allison Hall, Anthony R. Means, Nelson Chao, Ching-yi Chang, Donald P. McDonnell

**Keywords:** Cancer microenvironment, Immunology, Immunotherapy, Tumour immunology

## Abstract

Tumor-associated myeloid cells regulate tumor growth and metastasis, and their accumulation is a negative prognostic factor for breast cancer. Here we find calcium/calmodulin-dependent kinase kinase (CaMKK2) to be highly expressed within intratumoral myeloid cells in mouse models of breast cancer, and demonstrate that its inhibition within myeloid cells suppresses tumor growth by increasing intratumoral accumulation of effector CD8^+^ T cells and immune-stimulatory myeloid subsets. Tumor-associated macrophages (TAMs) isolated from *Camkk2*^−/−^ mice expressed higher levels of chemokines involved in the recruitment of effector T cells compared to WT. Similarly, in vitro generated *Camkk2*^−/−^ macrophages recruit more T cells, and have a reduced capability to suppress T cell proliferation, compared to WT. Treatment with CaMKK2 inhibitors blocks tumor growth in a CD8^+^ T cell-dependent manner, and facilitates a favorable reprogramming of the immune cell microenvironment. These data, credential CaMKK2 as a myeloid-selective checkpoint, the inhibition of which may have utility in the immunotherapy of breast cancer.

## Abstract (web summary)

Calcium/calmodulin-dependent kinase kinase 2 (CaMKK2) is highly expressed in several cancers. Here the authors investigate the role of CaMKK2 expression in the tumour microenvironment and show that CaMKK2 expression in tumour-associated macrophages promotes tumour growth by suppressing T cell anti-tumour activity.

## Introduction

The recruitment of myeloid cells is an important process in the initial phases of tumor development. In response to cues from the tumor microenvironment, these cells can differentiate into tumor-associated macrophages (TAM), promoting angiogenesis, and supporting both primary tumor growth and distal metastasis^1,2^. TAMs are also responsible for the establishment of a robust immune-suppressive tumor ecosystem by inhibiting the differentiation and function of effector T cells, and stimulating the intratumoral accumulation of regulatory T cells (Tregs) and myeloid-derived suppressor cells (MDSCs)^3–5^. Not surprisingly, TAM density in primary tumors is strongly associated with poor outcomes in breast cancer^6–8^. These findings have driven the search for therapeutic targets, the manipulation of which will reprogram TAMs in a manner that promotes pro-immunogenic activities^9,10^.

CaMKK2 is a Ca^2+^/Calmodulin (CaM)-dependent serine–threonine protein kinase that couples calcium transients triggered by a variety of stimuli to processes involved in the regulation of cell proliferation, survival, and metabolism^11^. For the most part, these activities require CaMKK2-dependent phosphorylation of its primary substrates, CaMKI, CaMKIV, and/or AMPK^11,12^. The CaMKK–CaMKI pathway regulates the activity of multiple downstream targets, including ERK, RAC1, CREB, and HDAC5, which in turn impacts the cell cycle, cytoskeletal architecture, cell differentiation, as well as, facilitating hormone and cytokine production^13,14^. CREB is also a downstream target of CaMKIV, and activation of this signaling cascade promotes dendritic cell survival and increases cytokine secretion from T cells^15,16^. Both CaM and CaMKK2 can form a complex with AMPK subjecting the bound fraction of AMPK to regulation by calcium rather than AMP^13^. In addition to functioning as a key integrator/regulator of metabolic responses to energetic stress, AMPK has been shown to play a role(s) in the regulation of hematopoiesis, macrophage polarization, and T cell effector function.

The importance of CaMKK2 in the regulation of a number of inflammatory diseases such as obesity and insulin resistance and prostate and hepatocellular cancers has been established^11,12^. In prostate cancer cells, CaMKK2 expression is induced by androgens^17^, and in hepatocytes by chemical carcinogens^18^. CaMKK2 is also expressed in gastric and ovarian cancers where pro-tumorigenic roles have been suggested^19,20^. To date, most studies of CaMKK2 in cancer have focused on its cancer cell intrinsic activities. However, this enzyme is also expressed within hematopoietic stem and progenitor cells, and in more mature myeloid cells, including monocytes and peritoneal macrophages^11,21–23^. Furthermore, genetic ablation of *Camkk2* in mice revealed an important role for this enzyme in the development of myeloid cells and in regulating their ability to mount inflammatory responses to various stimuli^22,24^. These activities of CaMKK2 within myeloid cells suggested to us that it may also impact tumor biology in a cancer cell extrinsic manner. The goal of this study, therefore, was to investigate the extent to which CaMKK2 impacts immune cell repertoire and function in the microenvironment of mammary tumors. We find that deletion of CaMKK2 in myeloid cells, or its pharmacological inhibition, attenuates tumor growth in a CD8^+^ T cell-dependent manner, facilitating a favorable reprogramming of the immune cell microenvironment. These data, credential CaMKK2 as a myeloid-selective checkpoint, the inhibition of which may have utility in the immunotherapy of breast cancer.

## Results

### CaMKK2 is expressed in tumor-associated stromal cells

To probe the potential significance of CaMKK2 expression in human breast cancer, we analyzed CaMKK2 expression in two well-curated breast cancer tissue microarrays (Vienna and Roswell Park). CaMKK2 is found to be expressed in both cancer cells and within stromal cells (Fig. 1a; S1A). In the Vienna set, CaMKK2 expression inversely correlated with the less aggressive luminal A (LA) molecular type (OR = 0.2; *p*-value = 0.0241; Fisher’s exact test), and a trend for higher CaMKK2 expression in triple-negative TN type was also observed (Table 1). The positive association between CaMKK2 expression and TN type was also found in the Roswell Park data set (OR = 5.0; *p*-value = 0.0129; Fisher’s exact test). Analysis of the combined data confirmed the negative association of CaMKK2 expression with LA breast cancer (OR = 0.3; *p*-value = 0.017; Fisher’s exact test) and elevated expression of CaMKK2 in TN tumors (OR 4.1; *p*-value = 0.0026; Fisher’s exact test). Overexpression of CaMKK2 did not correlate with tumor grade (Supplementary Table 1), although a significant positive correlation between the expression of CaMKK2 in tumors and stromal cells was identified (Fig. 1b). Thus, CaMKK2 may contribute to tumor pathobiology through both cancer cell intrinsic and extrinsic actions.

**Fig. 1:**
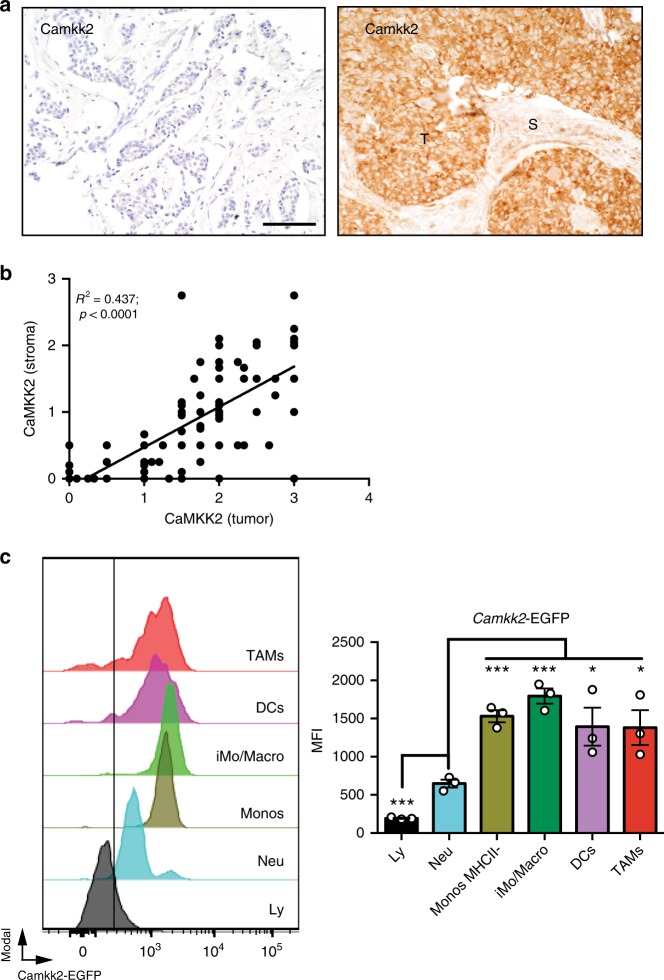
CaMKK2 is expressed in mammary tumor-associated stromal cells. **a** Expression of CaMKK2 in human breast cancer. Representative images (×400 magnification) of malignant mammary tissue samples stained with an anti-CaMKK2 antibody. T and S refer to tumor and stromal cells, respectively. Scale bar = 100 μm. **b** CaMKK2 staining intensity is correlated between cancer and stromal cells of the same human breast tumors. **c** The *Camkk2* promoter is active in myeloid cells associated with mammary tumors. E0771 cells (4 × 10^5^ cells/mouse) were inoculated into the mammary fat pad of (Tg)-*Camkk2*-EGFP reporter mice. Subsequently, tumors were removed and digested and single-cell suspensions were stained for markers of myeloid cells. The gating strategy used to identify myeloid subsets and lymphoid cells is shown in Supplementary Fig. 1B. (Left) FACS profiles report the expression of EGFP reporter in tumor-associated immune cells. The vertical line refers to negative control (EGFP-negative splenocytes). (Right) Mean fluorescence intensity (MFI) of EGFP expression in immune cell subsets. Bar graph reports the mean ± SEM (standard error of the mean; *N* = 3 independent tumors in each group). *p < 0.05, ****p < 0.005, respectively. A *t* test was used to calculate *p*-values. Similar results have been observed in three independent experiments

**Table 1:** CaMKK2 expression by molecular breast cancer subtypes

	Vienna^a^				RPCI^b^					Combined^c^		
CaMKK2	N	LA	LB	TN	N	LA	LB	TN	N	LA	LB	TN
Low	32	75%	9%	16%	54	65%	19%	16%	86	69%	15%	16%
High	15	40%	20%	40%	14	43%	7%	50%	29	41%	14%	45%
OR^d^		*0.2*	nd	ns		ns	nd	*5.0*		*0.3*	nd	*4.1*
*p-*value^e^		*0.0241*	nd	ns		ns	nd	*0.0129*		*0.0107*	nd	*0.0026*

*N*  sample numbers, *nd*  not determined, *ns*  not significant

Immunohistochemical analysis of CaMKK2 expression in human breast cancer tissue microarrays, from two independent datasets (^8^ and Roswell Park Cancer Institute, RPCI). CaMKK2 expression was determined to be low (<2) or high (> = 2), and correlated with molecular subtypes: triple negative (TN), luminal A (LA), and luminal B (LB). Fisher’s exact test was used to determine *p*-values for the likelihood of association

^a^Vienna data set; 47 samples

^b^Roswell Park Cancer Institute data set; 68 samples

^c^Vienna and RPCI combined

^d,e^Odds ratio and associated *p*-value

The expression of CaMKK2 within immune cells that infiltrate mammary tumors was further assessed in a syngeneic model of breast cancer. Specifically, E0771 breast tumor cells were engrafted into the mammary fat pad of a [Tg(*Camkk2*-EGFP)C57BL/6 J] *Camkk2*-reporter mouse model^25,26^, and the immune cell repertoire was analyzed by flow cytometry using a gating strategy (outlined in Supplementary Fig. 1B) that enables resolution of tumor-associated myeloid cell subsets^27^. While the expression of EGFP was minimal in lymphoid cells, it was readily detectable in monocytes, DCs and TAMs (Fig. 1c; Supplementary Fig. 1B). Thus, we hypothesized that CaMKK2 may impact the function of mammary tumor-associated myeloid subsets to influence tumor pathobiology.

### Attenuated growth of mammary tumors in *Camkk2*^−/−^ mice

The impact of disrupting host CaMKK2 expression on mammary tumor growth was next evaluated. To this end, mammary tumors from MMTV-PyMT mice were grafted orthotopically into syngeneic *Camkk2*^−/−^ and wild-type (WT) mice. We found that MMTV-PyMT tumors were unable to grow within the mammary fat pad of *Camkk2*^−/−^ mice (Fig. 2a). These studies were repeated using the E0771 mammary tumor model, and a similar attenuation of tumor growth was observed when cells were engrafted in *Camkk2* ablated hosts (Fig. 2b). Analysis of hematoxylin and eosin (H&E) and Masson’s Trichrome stained tumors indicated that tumors propagated in *Camkk2*^−/−^ mice were more necrotic and fibrotic when compared with those grown in WT mice (Supplementary Fig. 2A). No significant difference in the number of CD31^+^ endothelial cells was detected in tumors harvested from WT and *Camkk2*^−/−^ mice (Supplementary Fig. 2B).

**Fig. 2:**
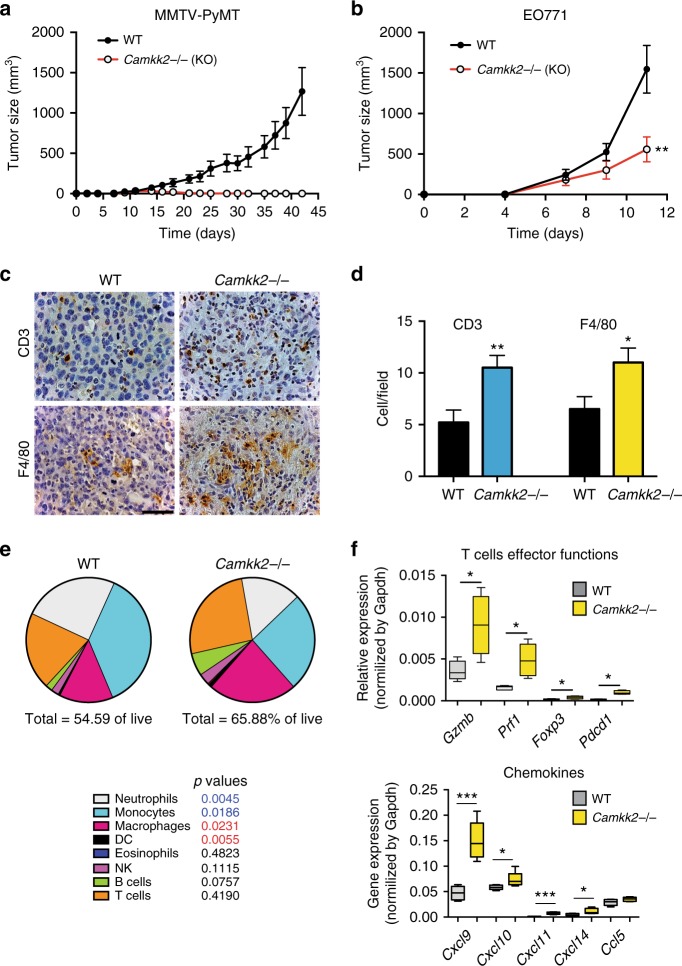
The growth of mammary tumors is attenuated in mice lacking CaMKK2. **a** Mammary tumors from MMTV-PyMT mice propagated in a C57BL/6 background were harvested, diced, and orthotopically grafted into syngeneic C57BL/6 mice that were WT or knockout for *Camkk2* (WT and *Camkk2*^−/−^, respectively; mean ± SEM; *N* = 10 in each group). **b** Murine E0771 cells (4 × 10^5^ cells/mouse) were orthotopically grafted in WT and *Camkk2*^−/−^ mice, and subsequent tumor volume measured as indicated (*N* = 5 in each group; this experiment was replicated with a comparable number of mice at least three times). A two-way ANOVA test was used to calculate *p*-values. **c** Representative images of E0771 tumors from WT and *Camkk2*^−/−^ mice. Sections were stained with anti-CD3 or anti-F4/80 antibodies (scale bar = 50 μm). **d** Quantitation of CD3^+^ and F4/80^+^ cells in high-power optic (×400 magnification) fields in stained sections (six fields for each section; *N* = 3 individual tumors in each group). Bar graph reports the mean ± SEM. *N* = 18 data points/genotype. *p < 0.05, **p < 0.01, respectively. A *t* test was used to calculate *p*-values. **e** E0771 tumors of comparable size (500–700 mm^3^) were removed from WT and *Camkk2*^−/−^ mice, digested with collagenase and DNase I to obtain a single-cell suspension. Immune cells were identified by flow cytometry, according to the gating strategy reported in Supplementary Fig. 2C. Pie charts show the mean percentages of immune cell subsets detected in tumors removed from WT and *Camkk2*^−/−^. Values reported under each pie chart refer to the percentages of tumor-infiltrating CD45+ cells. *N* = 8 and 4 tumors from WT and *Camkk2*^−/−^ mice were analyzed. A *t* test was used to calculate statistical significance. *p*-values color code: blue and red values indicate a statistically significant increase or decrease of the indicated cell types in tumors from WT compared with KO host, respectively. **f** Gene expression analysis in E0771 tumors removed from WT and *Camkk2*^−/−^ mice (*N* = 5 and 5, respectively). A *t* test was used to calculate *p*-values. Bar graph reports the mean ± SEM. *p < 0.05, ***p < 0.005

As noted above, the *Camkk2* promoter is highly active in myeloid cells, but not lymphoid cells within tumors. Thus, we reasoned that the decreased growth of mammary tumors observed in *Camkk2*^−/−^ mice might reflect an attenuation of immunosuppressive activities or an enhancement of immune-stimulatory functions of myeloid cells within tumors. An immunomorphometric analysis revealed that a significantly higher number of T cells (CD3^+^) and macrophages (F4/80^+^) accumulated in the non-necrotic areas of tumors from *Camkk2*^−/−^ mice (Fig. 2c, d). FACS analysis using a previously validated gating strategy^28^ (outlined in Supplementary Fig. 2C) revealed fewer neutrophils and MHC II^−^ monocytes within tumors from *Camkk2*^−/−^ mice compared with their WT counterparts (Fig. 2e). A positive trend for accumulation of T and B cells in tumors of *Camkk2*^−/−^ mice were also observed. Lastly, the percentage of macrophages (including inflammatory monocytes) and DCs was significantly higher in tumors propagated in *Camkk2*^−/−^ mice when compared with WT mice (Fig. 2e).

Gene expression analysis was next undertaken to define how CaMKK2 knockdown impacted immune cell repertoire in tumors. We first confirmed the expression (qPCR and western immunoblot) of CaMKK2 in myeloid cells isolated from E0771 tumors (Supplementary Fig. 2D, E). Analysis of the whole-tumor lysates from *Camkk2*^−/−^ mice showed a remarkable upregulation of genes expressed in the cytotoxic effector lymphocyte subsets, such as Granzyme B (*Gzmb*) and Perforin-1 (*Prf1*) (Fig. 2f, top). Although expressed at very low levels, a significant upregulation of *Foxp3* and *Pdcd1* was also observed in tumors from *Camkk2*^−/−^ mice. This may result from an increased accumulation of regulatory T cells in the more fibrotic/necrotic areas of tumors from *Camkk2*^−/−^ mice. Notably, the expression of mRNAs encoding the CXCR3 receptor ligands (*Cxcl9*, *Cxcl10*, and *Cxcl11*), which have non-redundant roles in tumoricidal T cell trafficking^29^, were found to be upregulated in tumors from *Camkk2*^−/−^ mice compared with WT (Fig. 2f, bottom). Those genes found to be upregulated in tumors grown in *Camkk2*^−/−^ mice (e.g., *Cxcl9* and *Gzmb*) were found to associate with a positive prognosis in human breast cancers (Supplementary Fig. 2F)^30^.

Our IHC analysis revealed that more T cells accumulated in non-necrotic areas of tumors removed from *Camkk2*^−/−^ mice compared with WT. FACS was used next to quantitatively assess activation and inhibitory markers expressed on CD4^+^ and CD8^+^ tumor-infiltrating lymphocytes (TILs) (gating strategy outlined in Supplementary Fig. 3A, B). Increased percentages of CD8^+^ TILs expressing the activation markers GZMB and CD69 were detected in tumors of *Camkk2*^−/−^ mice compared with WT (Fig. 3a, b). In contrast, tumors from WT mice demonstrated an increased accumulation of CD4^+^ T cells expressing PD-1 and LAG-3 inhibitory receptors (Fig. 3b). Overall, these findings indicate that CaMKK2 knockdown promotes a more vigorous CD8^+^ T cell-mediated immune response in tumors. Of significance, in breast cancer, the number of CD8^+^ T cells in tumors positively correlates with better therapeutic response and prognosis^31,32^.

**Fig. 3:**
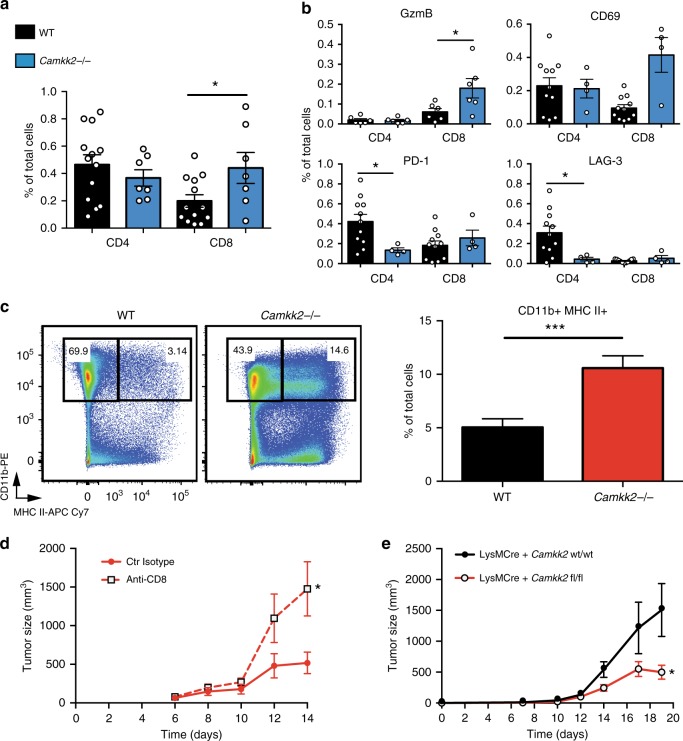
Attenuated tumor growth in *Camkk2* KO host is mediated by CD8+ T cells. Murine E0771 (4 × 10^5^) cells were orthotopically grafted in WT and *Camkk2*^−/−^ mice, and subsequently tumors of comparable sizes (500–700 mm^3^) were harvested and digested with both collagenase and DNase I. Single-cell suspensions were then stained for lymphoid and myeloid markers, and cell subsets were identified according with gating strategy reported in Supplementary Fig. 3A–C. **a** Increased accumulation of CD8^+^ T cells in E0771 cell-derived tumors propagated in *Camkk2*^−/−^ mice compared with WT. Bar graph reports the mean ± SEM from two combined independent experiments. **b** Percentages of tumor-infiltrating lymphocyte subsets in E0771 tumors growing in *Camkk2*^−/−^ mice compared with WT. (upper left panel) Intracellular expression of Granzyme B^+^ (GzmB^+^). CD69^+^, PD-1^+^, and LAG-3^+^ expression was detected on an independent set of eight and four tumors removed from WT and *Camkk2*^−/−^ mice, respectively. Bar graph reports the mean ± SEM. A *t* test was used to calculate *p*-values. **c** Representative FACS dot plots of tumor single-cell suspensions stained with myeloid markers (left). Bar graph reports the mean ± SEM of CD11b^+^ MHC II^+^ subset from combined independent experiments. A *t* test was used to calculate *p*-values. *N* = 13 and 15 tumors removed from WT and *Camkk2*^−/−^ mice, respectively. **d** Mammary tumor growth in *Camkk2*^−/−^ mice depleted of CD8^+^ T cells. *Camkk2*^−/−^ mice were treated with anti-CD8 antibody or control isotype every 3 days starting a week before tumor cell inoculation. At day 0, E0771 cells were orthotopically grafted, and mice were treated with antibodies every 4 days. Graph depicts tumor size (mean ± SEM; *N* = 6 in each group). **e** Mammary tumors display retarded growth in mice devoid of *Camkk2* in myeloid cells. E0771 cells were orthotopically grafted into LysMCre^+^ *Camkk2*^wt/wt^ and LysMCre^+^ *Camkk2*^fl/fl^ mice. Tumor volume was measured (mean ± SEM; *N* = 4 for each group). This experiment was replicated with similar results. A two-way ANOVA test was used to calculate *p*-values. *p < 0.05, ***p < 0.005

Analysis of the tumor-associated myeloid cell repertoire revealed that CD11b^+^ MHC II^+^ cells accumulated preferentially in tumors from *Camkk2*^−/−^ mice (Fig. 3c). This was also confirmed using tumors of similar sizes from *Camkk2*^−/−^ and WT mice (Supplementary Fig. 2C and 3C). A large fraction of these cells also expressed the Ly6C marker, a phenotype indicative of inflammatory monocytes. A more detailed analysis confirmed an increase in MHC II^+^ TAMs in tumors from *Camkk2*^−/−^ mice (Supplementary Fig. 3C, top). Of note, MHC II^+^ TAMs have previously been shown to exhibit M1-like features, and accumulation of this myeloid subset in tumors positively correlates with tumor regression^33,34^.

Analysis of the tumor-infiltrating conventional dendritic cell compartment (TIDCs) identified MoDC as the largest fraction of cDCs infiltrating E0771 tumors, followed by cDC2 and cDC1 subsets (Supplementary Fig. 3C, bottom). Interestingly, increased numbers of MoDC were found in tumors from *Camkk2*^−/−^ mice compared with WT (Supplementary Fig. 3C, bottom right). The role of TIDCs subsets in the tumor microenvironment is not fully understood^35,36^, as both detrimental or even beneficial effects on CD8+ T cell activation have been reported for this myeloid subset^37,38^.

### Tumor growth attenuation requires CD8^+^ T cells and CaMKK2 inhibition in myeloid cells

The extent to which the decreased tumor growth observed in *Camkk2*^−/−^ mice could be attributed to the increased number of cytotoxic T cells within these tumors was next evaluated. *Camkk2*^−/−^ mice were treated with an anti-CD8 antibody to deplete CD8^+^ T cells or a control IgG (Supplementary Fig. 4A, B). This intervention was accompanied by a dramatic increase in tumor growth in the *Camkk2*^−/−^ background, but was without effect in WT mice (Fig. 3d; Supplementary Fig. 4C). These data confirmed that CD8^+^ T cells are responsible, at least in part, for the impaired tumor growth observed in *Camkk2*^−/−^ mice.

Since *Camkk2* promoter activity is restricted to the myeloid lineage in tumors (Fig. 1c), it seemed likely that CaMKK2 impacted tumor growth through its ability to regulate CD8^+^ T cell function secondary to activities within myeloid cells. To test this possibility, we developed a LysMCre^+^ *Camkk2*^fl/fl^ mouse model and confirmed a reduced expression of CaMKK2 protein in macrophages of LysMCre^+^ *Camkk2*^fl/fl^ compared with LysMCre^+^ *Camkk2*^wt/wt^ littermates (Supplementary Fig. 4D). As observed in the whole-body knockout of *Camkk2*, the growth of E0771 tumors was significantly attenuated when propagated in LysMCre^+^ *Camkk2*^fl/fl^ mice compared with littermate controls, and this activity was associated with an increased accumulation of CD11b^+^ MHC II^+^ cells in tumors from LysMCre^+^ *Camkk2*^fl/fl^ mice (Fig. 3e; Supplementary Fig. 4E). These data were confirmed using LysMCre^−^ *Camkk2*^fl/fl^ mice and LysMCre^+^ *Camkk2*^fl/fl^ mice to rule out off-target effects of Cre expression on myeloid cell function (Supplementary Fig. 4F). Thus, we conclude that ablation of *Camkk2* within myeloid cells is sufficient to attenuate the growth of E0771 mammary tumors in immune-competent mice.

### CaMKK2 influences the expression of key genes in BMDM

Cancer cell-secreted factors can influence myeloid cell differentiation resulting in an increase in the number/activity of TAMs and other immune-suppressive myeloid cell subsets^4,10^. Thus, we reasoned that genetic deletion of *Camkk2* might influence macrophage differentiation and/or activity in a manner that increases their immune-stimulatory phenotype. Analysis of the immune-regulatory cytokines produced by E0771 cells confirmed that, absent any provocative stimuli, they secreted high levels of VEGF, G-CSF, and CCL2 among others (Supplementary Fig. 5A, B). The impact of tumor-conditioned media (TCM) on myeloid cell function was next assessed using bone marrow cells isolated from WT and *Camkk2*^−/−^ mice and differentiated in vitro in the presence of (a) regular media (RM) or (b) TCM (E0771) (Supplementary Fig. 5C).

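RNA from WT and *Camkk2*-/- BMDM was measured on 16 mouse Affymetrix GeneChip arrays, 4 for each of the groups WT RM-BMDM, *Camkk2*-/- RM-BMDM, WT TCM-BMDM, and *Camkk2*-/- TCM-BMDM. Cells were differentiated with 30% L929-conditioned medium, a source of the macrophage growth factor CSF1, and harvested on day 5. TCM was medium conditioned by E0771 cells, a mouse mammary tumor line. It made up 25% of the culture medium according to the paper's methods and 20% according to the labels of the samples. The methods name the long bones of 16 mice per genotype as the source of 4 biological replicates, and the text does not state whether the RM and TCM cultures of a replicate came from the same marrow.
*Camkk2* encodes the kinase deleted in the knockout mice. Its log2 signal was 9.59 ± 0.34 (mean ± SD, n = 4) in WT RM-BMDM and 9.51 ± 0.25 in WT TCM-BMDM, against 6.74 ± 0.67 in *Camkk2*-/- RM-BMDM and 7.65 ± 0.46 in *Camkk2*-/- TCM-BMDM. The difference between genotypes was a log2 fold change of −2.85 (standard error 0.28, adjusted p = 6.14e-06) in RM and −1.85 (standard error 0.28, adjusted p = 0.000387) in TCM. The arrays of WT cells lay between 9.11 and 9.83 and those of *Camkk2*-/- cells between 6.07 and 8.15. Probe sets that match no mouse sequence had a median signal of 5.37, and which exons of *Camkk2* its probe set covers is not given in the sources used here.
The deposited values are log2 signals of 28846 probe sets, normalized between arrays by the authors with a method that is not given in the sources used here. After 6640 control probe sets and those without a gene symbol were left out, 19505 genes remained, each with the probe set of highest mean signal. Of these, 10684 had a mean signal above the median of the probe sets that match no mouse sequence (the background median below). Groups were compared with limma over all 16 arrays, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted as a DEG at an adjusted p under 0.05 and a natural-log fold change of more than 0.5 in either direction (0.721 on the log2 scale), and single genes and members of gene lists were called at an adjusted p under 0.05. The gene lists were written before the deposited values were examined and after Supplementary Data 1 had been read. The number of arrays limits the precision. With 4 simulated arrays per group and a spread pooled over all groups, 68 of 100 genes that differed by a log2 fold change of 1 were called. Of those that differed by 2, 99 of 100 were called.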

The effects of TCM on the differentiation program of myeloid cells were evaluated using microarray analysis and confirmed by qPCR. 

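In WT BMDM, 398 genes were higher and 119 lower in TCM than in RM, and in *Camkk2*-/- BMDM 912 were higher and 677 lower (limma). Of these DEGs, 334 were higher and 94 lower in both genotypes, and 0 went in opposite directions. Lists of these sizes drawn independently would share 18.6 higher and 4.13 lower genes.
Of 53 genes of the type I interferon response, 38 rose in WT BMDM (49 when adjusted over the list alone) and 51 in *Camkk2*-/- BMDM (53 adjusted over the list alone), and 0 fell. As a set they were higher with camera at a preset correlation (adjusted p = 7.79e-46 and adjusted p = 4.44e-54, respectively). With an estimated correlation these were adjusted p = 0.0652 and adjusted p = 0.0566. In WT TCM replicate 3 the mean of this list, relative to the mean of all arrays for each gene, was −0.53, against −1.64 to −0.55 in the WT RM arrays and 0.50 to 0.64 in the other WT TCM arrays. *Slfn4*, a Schlafen family gene, rose by a log2 fold change of 5.91 (standard error 0.50, adjusted p = 6.99e-07) in WT and 7.23 (standard error 0.50, adjusted p = 1.07e-08) in *Camkk2*-/- BMDM. The ubiquitin-like *Isg15* rose by 2.17 (adjusted p = 6.23e-05) and 3.62 (adjusted p = 1.52e-08), respectively. Of 19 neutrophil genes, 13 rose in WT BMDM and 13 in *Camkk2*-/- BMDM (16 and 18 adjusted over the list alone). Camera with an estimated correlation gave adjusted p = 0.049 and adjusted p = 0.0566. Among them was *Stfa2*, a stefin of myeloid cells, with a log2 fold change of 5.95 in WT and 6.85 in *Camkk2*-/- BMDM. Its mean signal in WT RM-BMDM lay below the background median. Of 8 genes of inflammatory monocytes, 5 rose in WT BMDM (7 adjusted over the list alone), among them *Plac8* (4.23 (standard error 0.40, adjusted p = 2.87e-06)) and *Ly6c2* (3.96 (standard error 0.52, adjusted p = 0.00013)). In *Camkk2*-/- BMDM, 4 of these rose and *Fn1*, which encodes fibronectin, fell by 2.39 on the log2 scale (7 higher and 1 lower adjusted over the list alone). For this list camera with an estimated correlation gave an adjusted p = 0.0529 in WT and an adjusted p = 0.136 in *Camkk2*-/- BMDM. Of 9 genes of MHC class II presentation, 5 fell and 0 rose in WT BMDM (6 and 0 adjusted over the list alone). In *Camkk2*-/- BMDM 5 fell and 1 rose, *H2-Oa* (1.12 (standard error 0.28, adjusted p = 0.00962); 5 and 2 adjusted over the list alone). Camera with an estimated correlation gave adjusted p = 0.116 and adjusted p = 0.291. Those that fell included the transactivator *Ciita* (−1.22 and −1.73) and *H2-Aa* (−1.23 in WT). The largest fall in WT BMDM was in *Dcstamp*, a receptor needed for the fusion of osteoclasts and giant cells, at −2.84 (standard error 0.44, adjusted p = 0.000622). In *Camkk2*-/- BMDM, *Rasgrp3*, an activator of Ras proteins, fell by a log2 fold change of −4.18 (standard error 0.58, adjusted p = 3.87e-05), to a mean signal below the background median.
The WT count was 322 without WT TCM replicate 2 and the count for both genotypes 284. At an adjusted p under 0.01 they were 258 and 239.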

Regardless of genotype, 439 differentially expressed genes (DEGs) were identified in bone marrow-derived myeloid cells (namely, BMDM—the purity assessed by FACS was >90% CD11b^+^ F4/80^+^, Ly6C^−^, CD11c^dim/neg^) generated in the presence of TCM versus RM. Among these genes were several chemokine genes (*Ccl8*, *Ccl12*, *Cxcl10*, and *Cxcl11*) (Fig. 4a, b; Supplementary Table 2). Furthermore, 455 genes were selectively regulated in *Camkk2*^−/−^ TCM-BMDM compared with WT TCM-BMDM (Supplementary Fig. 6A), and these DEGs were associated with 24 canonical pathways (Supplementary Data 1). 

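*Ccl8* and *Ccl12*, which encode ligands of CCR2 and related receptors that attract monocytes, were raised by TCM in both genotypes. The log2 signal of *Ccl8* was 5.26 ± 1.00 (mean ± SD, n = 4) in WT RM-BMDM and 10.88 ± 0.23 in WT TCM-BMDM, and that of *Ccl12* 5.39 ± 0.71 and 10.26 ± 0.70. Their log2 fold changes were 5.63 (standard error 0.44, adjusted p = 2.83e-07) and 4.87 (standard error 0.40, adjusted p = 4.25e-07) in WT BMDM, and 6.18 (adjusted p = 1.42e-08) and 6.20 (adjusted p = 4.67e-09) in *Camkk2*-/- BMDM. *Cxcl10*, which encodes a ligand of the T cell receptor CXCR3, rose by 2.86 (standard error 0.62, adjusted p = 0.0121) in WT BMDM and 4.58 (standard error 0.62, adjusted p = 2.84e-05) in *Camkk2*-/- BMDM. For *Cxcl11*, which encodes another CXCR3 ligand, the log2 fold change was 1.57 (standard error 0.43, adjusted p = 0.0517) in WT BMDM, which did not pass the test, and 7.00 (standard error 0.43, adjusted p = 3.84e-09) in *Camkk2*-/- BMDM. The mean signals of *Ccl8* in WT RM-BMDM and of *Cxcl11* in all groups but *Camkk2*-/- TCM-BMDM lay below the background median. The sizes of these changes are read from background signal. The assembly GRCm38.p6 of the C57BL/6J mouse lists *Cxcl11* as a transcribed pseudogene.
Of 27 chemokine ligand genes, 9 rose in WT BMDM and 0 fell (13 and 0 adjusted over the list alone; camera with an estimated correlation, adjusted p = 0.0619). In *Camkk2*-/- BMDM, 9 rose and 2 fell, *Ccl24* (−2.44 (standard error 0.41, adjusted p = 0.000303)) and *Cxcl14* (−1.16 (standard error 0.35, adjusted p = 0.0381)), with 12 higher and 2 lower when adjusted over the list alone (camera with an estimated correlation, adjusted p = 0.0814). *Ccl5* rose by 2.86 (standard error 0.55, adjusted p = 0.00507) in WT BMDM and *Ccl4* by 1.35 (standard error 0.20, adjusted p = 0.000399). In WT TCM-BMDM, the signal of *Cxcl10* was 9.70 in replicate 3 and 12.01 to 14.08 in the other 3 replicates. The call of *Cxcl10* in WT BMDM was lost without WT TCM replicate 2 and in a fit to the 8 arrays of WT cells alone, and *Cxcl11* passed in WT BMDM without WT TCM replicate 3 or *Camkk2*-/- TCM replicate 4.

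**Figure D1:**
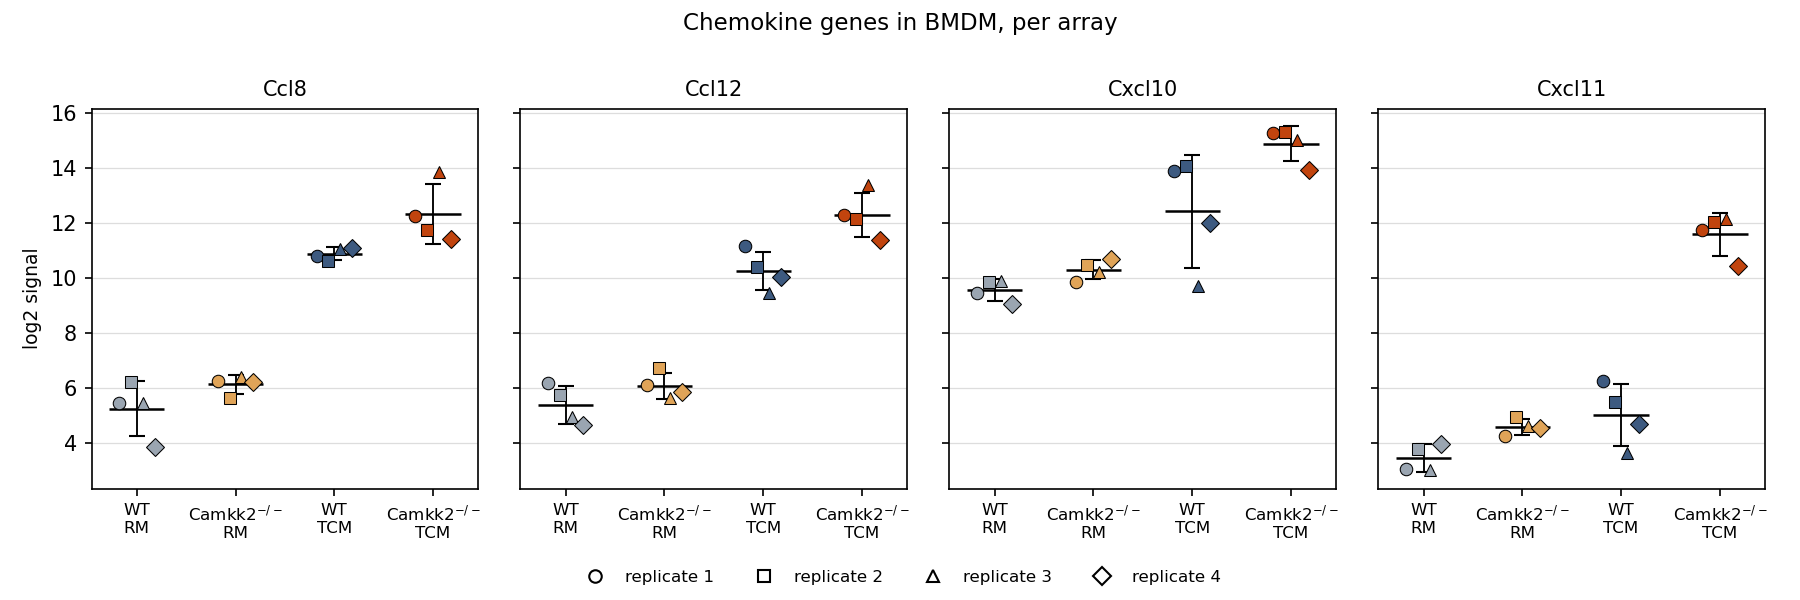
Log2 signal of *Ccl8*, *Ccl12*, *Cxcl10*, and *Cxcl11* (y axis) in each array of the 4 groups (x axis). Points are arrays, with a symbol per replicate, horizontal lines are group means and error bars are SD (n = 4). *Cxcl11* lies between 10.45 and 12.13 in *Camkk2*-/- TCM-BMDM and between 3.65 and 6.27 in WT TCM-BMDM.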

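Between *Camkk2*-/- and WT TCM-BMDM, 446 genes were higher and 279 lower in *Camkk2*-/- cells (725 DEGs, limma), and in RM 84 were higher and 57 lower (141 DEGs). Of the DEGs in TCM, 637 were not DEGs in RM, 405 higher and 232 lower. Among these, 532 had a difference of the same sign in RM, and 20 passed the test of the difference between the media. Over all genes, 28 passed that test at an adjusted p under 0.05 (1594 at an unadjusted p under 0.05). The signed difference of *Camkk2*-/- from WT cells was higher in TCM than in RM for 10 of them and lower for 18.
*Ifi44l*, an interferon-induced gene (10.67 (standard error 0.27, adjusted p = 4.1e-16)), and *Ctse*, which encodes the protease cathepsin E (7.02 (standard error 0.36, adjusted p = 1.75e-10)), were higher in *Camkk2*-/- TCM-BMDM. Both also differed in RM, *Ifi44l* by 9.30 and *Ctse* by 6.44. Other genes higher in *Camkk2*-/- TCM-BMDM were *Plac8*, a gene of monocytes and neutrophils (3.41 (standard error 0.40, adjusted p = 4.19e-05)), the chitinase-like *Chil1* (3.37 (standard error 0.46, adjusted p = 0.000158)), and *Ccr9*, which encodes a chemokine receptor (3.31 (standard error 0.50, adjusted p = 0.00037)). *Spint1*, a protease inhibitor (−4.62 (standard error 0.33, adjusted p = 3.64e-08)), *Ifi213*, of the interferon-inducible p200 family (−4.49 (standard error 0.44, adjusted p = 4.66e-06)), and the pseudogene *Nlrp1c-ps* (−4.01 (standard error 0.25, adjusted p = 4.7e-09)) were lower, and were also lower in RM (−2.99, −5.84, and −4.39). The mean signals of *Ifi44l* and *Ctse* in WT BMDM in both media, of *Ccr9* in WT TCM-BMDM, of *Spint1* in *Camkk2*-/- BMDM in both media, and of *Nlrp1c-ps* in *Camkk2*-/- TCM-BMDM lay below the background median. The sizes of these differences are read from background signal. The difference between the media was 5.43 (standard error 0.60, adjusted p = 0.000357) for *Cxcl11* and −3.30 (standard error 0.56, adjusted p = 0.0188) for *Fn1*. It was −3.17 (standard error 0.37, adjusted p = 0.000357) for the potassium channel gene *Kcnj10*. *Cxcl11* lay below the background median in all groups but *Camkk2*-/- TCM-BMDM, and *Kcnj10* in WT TCM-BMDM. *Itgax*, which encodes CD11c, had −2.28 (standard error 0.42, adjusted p = 0.0255). Of 19 neutrophil genes, 5 were higher in *Camkk2*-/- than in WT TCM-BMDM and 0 lower (8 and 0 adjusted over the list alone), among them *Stfa3* (1.66 (standard error 0.26, adjusted p = 0.000469)). For this list camera gave adjusted p = 2.25e-07, and adjusted p = 0.151 with an estimated correlation. With fry, which tests a list by itself and not against other genes, the adjusted p was 0.039.
The number of genes that passed the test of the difference between the media ranged from 10 to 51 when 1 array was left out, with 51 without *Camkk2*-/- TCM replicate 4. At an adjusted p under 0.01, 421 genes differed in TCM, 80 in RM, and 373 in TCM and not in RM.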

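Of 16 measured genes of steroid biosynthesis, 4 were lower in *Camkk2*-/- than in WT TCM-BMDM and 0 higher (limma), and 9 were lower when adjusted over the list alone. The 4 genes were *Hsd17b7* (−1.69 (standard error 0.29, adjusted p = 0.00125)), which encodes a reductase of sterol synthesis, *Cyp51* (−1.20 (standard error 0.29, adjusted p = 0.0159)), which encodes lanosterol demethylase, the sterol oxidase gene *Msmo1* (−1.02 (standard error 0.28, adjusted p = 0.0452)), and *Lipa* (−0.66 (standard error 0.14, adjusted p = 0.00607)), which encodes the lysosomal lipase that releases cholesterol from its esters. The median log2 fold change of the list was −0.60, and 4 of the 16 genes had a higher value in *Camkk2*-/- cells. *Sqle*, which encodes squalene epoxidase, had a log2 fold change of −1.25 (standard error 0.41, adjusted p = 0.102) and did not pass the test, but passed in a fit to the 8 TCM arrays (adjusted p = 0.0132). In RM, 0 genes of the list passed in either direction (2 lower at an unadjusted p under 0.05), with a median of −0.33.
As a set, the list was lower in *Camkk2*-/- TCM-BMDM relative to other genes (camera with a preset correlation, adjusted p = 4.61e-05), which did not hold with an estimated correlation (adjusted p = 0.218). Tested by itself and not against other genes, it was lower (fry, adjusted p = 0.039). Without WT TCM replicate 1 or without *Camkk2*-/- TCM replicate 3, 2 genes of the list passed, and 7 passed with a factor for replicates 1 and 2 against 3 and 4, chosen after the values were seen.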

Most of the genes associated with steroid biosynthesis (KEGG 00100; *p*-value 4.236e-4; Fisher’s method) were downregulated in *Camkk2*^−/−^ TCM-BMDM compared with WT (Supplementary Fig. 6B). In contrast, several DEGs associated with cytokine–cytokine receptor pathways (KEGG 04060; *p*-value 4.236e-4; Fisher’s method; Supplementary Fig. 6B, Supplementary Data 2) were upregulated in *Camkk2*^−/−^ TCM-BMDM compared with WT. 

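Of 157 measured genes of cytokines and their receptors, 25 were higher in *Camkk2*-/- than in WT TCM-BMDM and 4 were lower (30 and 5 when adjusted over the list alone; limma). Interleukin 15, which sustains CD8+ T and NK cells, and its receptor chain were both among the higher genes, *Il15* at 2.14 (standard error 0.31, adjusted p = 0.000277) and *Il15ra* at 1.69 (standard error 0.22, adjusted p = 0.000131). *Il18*, which encodes a cytokine that induces IFN-γ (1.42 (standard error 0.17, adjusted p = 5.17e-05)), and *Kdr*, which encodes a VEGF receptor (2.61 (standard error 0.35, adjusted p = 0.000139)), were also higher. The neutrophil receptor genes *Cxcr2* (0.94 (standard error 0.25, adjusted p = 0.03)) and *Csf3r* (0.93 (standard error 0.24, adjusted p = 0.0273)) are among the 25 and also belong to the neutrophil list, and were named after their values were seen. That list had a mean of 1.46 in *Camkk2*-/- and 0.66 in WT TCM-BMDM, as log2 signal relative to each gene's mean over all arrays, and the inflammatory monocyte list 1.66 and 0.65. The 4 lower genes were *Pdgfa*, *Pdgfb*, *Crlf2*, and *Tgfbr1*, named after their values were seen, at −1.11, −0.89, −0.81, and −0.80. In RM, 3 genes of the list were higher in *Camkk2*-/- cells and 0 lower (6 and 0 adjusted over the list alone; 7 lower at an unadjusted p under 0.05): *Cxcl14* (2.07 (standard error 0.35, adjusted p = 0.00363), with a mean signal below the background median in WT RM-BMDM), *Hgf* (0.91 (standard error 0.19, adjusted p = 0.0162)), and *Ccl24* (1.84 (standard error 0.41, adjusted p = 0.0348)).
The list was higher as a set in *Camkk2*-/- TCM-BMDM (camera, adjusted p = 1.22e-07), with an adjusted p = 0.104 with an estimated correlation. With fry, the adjusted p was 0.00825. Without *Camkk2*-/- TCM replicate 2 or *Camkk2*-/- TCM replicate 3, 15 genes were higher.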

Using gene set enrichment analysis (GSEA)^39^, a positive enrichment for interferon response genes and negative enrichment of genes involved in cholesterol biosynthesis were noted in *Camkk2*^−/−^ TCM-BMDM compared with WT TCM-BMDM (Supplementary Fig. 6C, D).

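Of 53 genes of the type I interferon response, 36 were higher and 0 lower in *Camkk2*-/- than in WT TCM-BMDM (48 and 0 when adjusted over the list alone; limma), at a median log2 fold change of 1.08. As a set they had an adjusted p = 0.074 with an estimated correlation (camera). Examples are the antiviral GTPase gene *Mx2* (2.79 (standard error 0.37, adjusted p = 0.000139)) and *Xaf1* (1.78 (standard error 0.26, adjusted p = 0.00036)), which was also higher in RM (1.47 (standard error 0.26, adjusted p = 0.00592)). Of 27 genes of the type II interferon response, 17 were higher and 0 lower (24 and 0 adjusted over the list alone), at a median of 1.11 (adjusted p = 0.074 with an estimated correlation). These included the immunity-related GTPase *Iigp1* (3.21 (standard error 0.37, adjusted p = 3.92e-05)) and the guanylate-binding protein *Gbp4* (2.40 (standard error 0.33, adjusted p = 0.000157)). In RM, 2 genes of the type I list and 3 of the type II list were higher and 0 of either were lower, with medians of 0.34 and 0.41. Adjusted over the list alone, 5 of each were higher and 1 of the type I list was lower, and 3 of the type I list were lower at an unadjusted p under 0.05. Of 17 genes of cholesterol biosynthesis, 4 were lower and 0 higher (12 and 0 adjusted over the list alone), at a median of −0.76, with an adjusted p = 0.197 with an estimated correlation. Among them was *Hmgcs1*, which encodes the enzyme before the rate-limiting step (−1.21 (standard error 0.26, adjusted p = 0.00711)). The neutrophil list, which shares no gene with these lists, had a mean of 1.46 ± 0.50 (SD, n = 4) in *Camkk2*-/- and 0.66 ± 0.62 in WT TCM-BMDM, as log2 signal relative to each gene's mean over all arrays.
When all genes were ranked by fold change (fgsea, 1000 permutations of genes), the normalized enrichment score was 3.04 for the type I list, 2.73 for the type II list, and −2.42 for cholesterol biosynthesis (adjusted p = 0.00461 each). With camera, the adjusted p was 3.02e-41, 3.1e-29, and 2.25e-07 with a preset correlation, and 0.074, 0.074, and 0.197 with an estimated one. With fry, which does not set a list against other genes, it was 0.00554, 0.000976, and 0.039. On the type I list, WT TCM replicate 3 had a mean of −0.53, against 0.50 to 0.64 in the other WT TCM replicates, and without it 19 genes of the list were higher, and 22 without *Camkk2*-/- TCM replicate 1, 2, or 3. Without WT TCM replicate 1 or *Camkk2*-/- TCM replicate 3, 2 genes of cholesterol biosynthesis were lower, and without WT TCM replicate 4, 7.

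**Figure D2:**
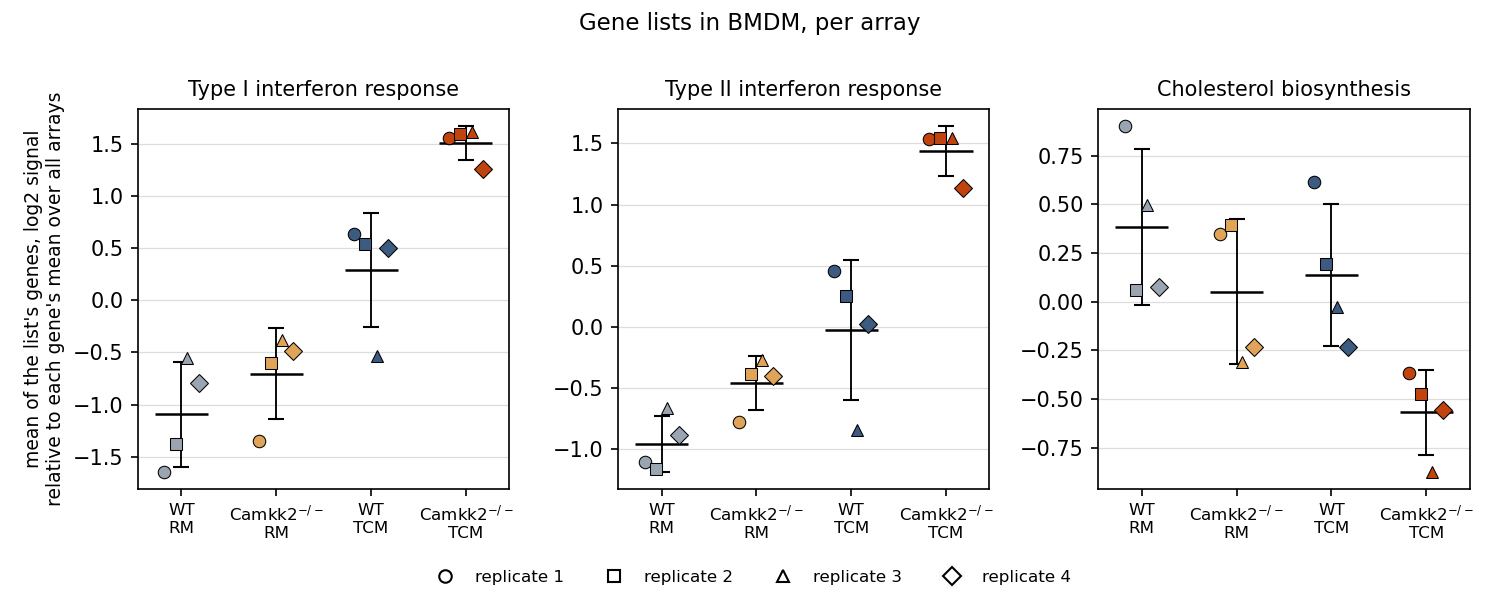
Mean of the genes of the type I interferon, type II interferon, and cholesterol biosynthesis lists in each array (y axis, log2 signal relative to each gene's mean over all arrays), by group (x axis). Points are arrays, with a symbol per replicate, horizontal lines are group means and error bars are SD (n = 4). On the type I list, *Camkk2*-/- TCM-BMDM lie between 1.26 and 1.62 and WT TCM-BMDM between −0.53 and 0.64.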

**Fig. 4:**
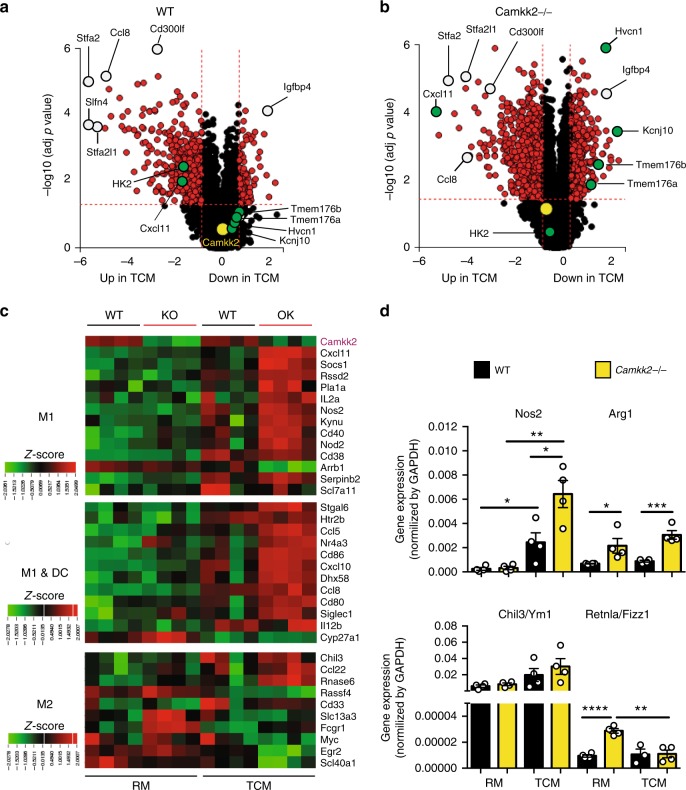
CaMKK2 regulates gene transcription in BMDM. Bone marrow-derived macrophages (BMDM) were generated from WT and *Camkk2*^−/−^ mice in the presence or absence of E0771-conditioned medium (RM and TCM, respectively). Subsequently, BMDM was harvested and analyzed for gene expression. *N* = 4 biological replicates/group. **a**, **b** Volcano plots of differentially expressed genes (DEGs) in WT (left) and *Camkk2*^−/−^ (right) generated in the presence of RM or TCM. Open circles indicate genes showing comparable expression levels in WT and *Camkk2*^−/−^ BMDM. DEGs between WT and *Camkk2*^−/−^ BMDM are shown as green filled circles. Yellow open circles refer to the *Camkk2* gene. **c** Heatmaps of DEGs affiliated with M1, M1 and dendritic cells (M1&DC), or M2 signatures. The color key for the heatmap indicates (row-wise) scaled RPKM values (z-score). **d** Real-time quantitative PCR (qPCR) analysis of genes associated with M1 (*Nos2*) and M2 (*Arg1*, *Chil3/Ym1 and Retnla/Fizz1*) gene signatures (four biological replicates were analyzed for each genotype). A *t* test was used to calculate *p*-values. The data are graphed as the mean ± SEM. Asterisks refer to *p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001. This experiment was replicated at least three times with similar results

We reasoned that ablation of *Camkk2* would prompt myeloid progenitors exposed to TCM to develop toward a more immunogenic phenotype compared with those derived from WT mice. We therefore compared the expression of genes, previously shown by others to be associated with M1, shared by M1 and DCs (M1&DC), or M2 phenotypes^40^, in WT and *Camkk2*^−/−^ BMDM generated in the presence of RM and TCM. 

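Of 22 measured genes of a textbook list of inflammatory (M1) macrophages, 9 were higher and 0 lower in *Camkk2*-/- than in WT TCM-BMDM (14 and 0 when adjusted over the list alone; limma), at a median log2 fold change of 0.78. As a set they had an adjusted p = 4.55e-13 with camera at a preset correlation, and an adjusted p = 0.074 with an estimated correlation. With fry, which does not set a list against other genes, the adjusted p was 0.00391. On this list, WT TCM replicate 3 had a mean of −0.74, as log2 signal relative to each gene's mean over all arrays, against 0.06 to 0.66 in the other WT TCM replicates. Most lists of cell types went the same way, among them the neutrophil and inflammatory monocyte lists, which share no gene with it. The neutrophil list had a mean of 1.46 in *Camkk2*-/- and 0.66 in WT TCM-BMDM, and the inflammatory monocyte list 1.66 and 0.65. Camera with an estimated correlation gave adjusted p = 0.151 and adjusted p = 0.252 for these, and fry 0.039 and 0.0924. Means were also higher in *Camkk2*-/- TCM-BMDM for the mast cell and basophil (0.71 and 0.22) and the epithelial and fibroblast lists (0.29 and −0.12). The same held for the T and NK cell (0.15 and −0.05), conventional dendritic cell (0.11 and −0.07), and B cell lists (0.04 and −0.04). For the epithelial and fibroblast list, camera with an estimated correlation gave adjusted p = 0.146 and fry 0.00641. The macrophage core (−0.11 and 0.02), osteoclast (−0.13 and 0.01), and erythroid lists (−0.01 and 0.02) had lower means in *Camkk2*-/- TCM-BMDM. The 9 genes included *Socs1*, which encodes an interferon-induced inhibitor of cytokine signaling (2.04 (standard error 0.30, adjusted p = 0.000329)), *Irf1*, which encodes a transcription factor of the interferon response (1.09 (standard error 0.18, adjusted p = 0.000843)), and *Cd40*, which encodes a co-stimulatory receptor (1.31 (standard error 0.33, adjusted p = 0.0222)). Of 12 measured genes labeled as M1 in Fig. 4c, 5 were higher and 1, *Arrb1* (−0.77 (standard error 0.15, adjusted p = 0.00385)), was lower (10 and 1 adjusted over the list alone). The others higher were *Cxcl11*, *Nod2* (0.91 (standard error 0.26, adjusted p = 0.0474)), and *Kynu* (1.08 (standard error 0.31, adjusted p = 0.0476)). Of 11 measured genes labeled as M1 and DC, 6 were higher and 0 lower (9 and 0 adjusted over the list alone), among them *Nr4a3* (1.57 (standard error 0.35, adjusted p = 0.00981)), *Dhx58* (1.02 (standard error 0.28, adjusted p = 0.0392)), and *St3gal6* (0.95 (standard error 0.22, adjusted p = 0.0115)). The labels of Fig. 4c are DEGs that the study chose on these samples, so their counts are not independent evidence of the direction. In RM, 0 genes of the M1 list passed in either direction (7 higher and 0 lower at an unadjusted p under 0.05).
*Cd40*, *Nod2*, *Kynu*, and *Dhx58* did not pass without WT TCM replicate 3 or without *Camkk2*-/- TCM replicate 1, 2, or 3.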

The most remarkable finding in this analysis was that the majority of M1 and M1&DC signature genes were upregulated in *Camkk2*^−/−^ versus WT BMDM in the presence of TCM (Fig. 4c). 

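Genes associated with alternatively activated (M2) macrophages went in both directions between *Camkk2*-/- and WT TCM-BMDM. Of 21 measured genes of a textbook M2 list, 0 were higher and 2 lower (1 and 2 when adjusted over the list alone; 5 and 5 at an unadjusted p under 0.05; limma). The 2 lower genes were *Mrc1*, which encodes the mannose receptor CD206 (−1.10 (standard error 0.25, adjusted p = 0.0117)), and *Egr2*, which encodes a transcription factor induced by interleukin 4 (−1.22 (standard error 0.19, adjusted p = 0.000469)). Of 10 genes labeled as M2 in Fig. 4c, which the study chose on these samples, 1 was higher, the ribonuclease gene *Rnase6* (1.27 (standard error 0.23, adjusted p = 0.00164)), and 2 were lower, *Egr2* and the iron exporter gene *Slc40a1* (−1.08 (standard error 0.27, adjusted p = 0.0221)), with 3 higher and 2 lower when adjusted over the list alone. The chemokine gene *Ccl22* had a log2 fold change of 1.09 (standard error 0.41, adjusted p = 0.172) and did not pass the test. In RM, 1 gene of the textbook list, *Ccl24*, was higher in *Camkk2*-/- cells and 0 lower (3 and 0 adjusted over the list alone).
As a set, the M2 list did not pass (median log2 fold change −0.10; camera, adjusted p = 0.507). The call of *Mrc1* was lost without WT TCM replicate 3 or *Camkk2*-/- TCM replicate 2, and 1 gene of the list passed as higher when WT RM replicate 4, *Camkk2*-/- RM replicate 1, WT TCM replicate 1, or WT TCM replicate 2 was left out.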

The expression pattern of genes associated with the M2-phenotype was more complex with some genes also being significantly upregulated in *Camkk2*^−/−^ BMDM cultured in TCM (Fig. 4c). Finally, we used qPCR to evaluate the expression of *Nos2*, *Arg1*, *Chil3/Ym1*, and *Retnla/Fizz1*, genes used as surrogates of M1 or M2 polarization (Fig. 4d). A dramatic upregulation of *Nos2* expression in *Camkk2*^−/−^ compared with WT BMDM (Fig. 4d) was noted. Increased expression of *Arg1* and *Retnla/Fizz1* was also observed in *Camkk2*^−/−^ BMDM compared with WT. Although the enhanced expression of *Retnla/Fizz1* and *Arg1* can be associated with an immunosuppressive phenotype, when considered in total, these findings indicate that deletion of CaMKK2 interfered with the expression of the largely immunosuppressive transcriptional program induced by tumor-derived factors (TCM) in myeloid cells. 

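Of the 517 DEGs between TCM and RM in WT BMDM, 428 were also DEGs in *Camkk2*-/- BMDM in the same direction (limma) and 89 were not. Another 1161 genes were DEGs in *Camkk2*-/- BMDM and not in WT BMDM, and 21 of these passed the test of the difference between the genotypes.
In WT BMDM, TCM raised 3 genes of the M2 list, the anti-inflammatory cytokine *Il10* (1.14 (standard error 0.24, adjusted p = 0.00997)), the interleukin 4 receptor *Il4ra* (1.23 (standard error 0.15, adjusted p = 6.28e-05)), and the scavenger receptor *Msr1* (0.78 (standard error 0.16, adjusted p = 0.00855)), and lowered 0 (3 and 0 when adjusted over the list alone; 2 lower at an unadjusted p under 0.05). It raised the same 3 in *Camkk2*-/- BMDM, *Il10* by 1.25, *Il4ra* by 1.26, and *Msr1* by 0.71, and lowered 4, among them *Stab1*, which encodes stabilin-1 (−1.90 (standard error 0.23, adjusted p = 7.52e-06)), and *Egr2* (−1.78 (standard error 0.19, adjusted p = 1.55e-06)), with 6 higher and 5 lower when adjusted over the list alone. For *Egr2*, the difference between the genotypes passed (log2 −1.46 (standard error 0.27, adjusted p = 0.0255)). Of the M1 list, TCM raised 8 genes in WT and 14 in *Camkk2*-/- BMDM and lowered 0 in either (17 and 15 adjusted over the list alone), and the difference passed for 1, *Cxcl11*. Of 12 genes of the macrophage core, TCM lowered 4 in *Camkk2*-/- BMDM, *Adgre1*, which encodes F4/80 (−1.15 (standard error 0.15, adjusted p = 2.12e-05)), *Csf1r* (−0.81 (standard error 0.16, adjusted p = 0.00179)), *Itgam* (−0.54 (standard error 0.15, adjusted p = 0.0174)), and *C1qb*, and raised *Fcgr1* (1.53 (standard error 0.20, adjusted p = 1.74e-05)). In WT BMDM it raised *Fcgr1* and lowered 0 (adjusted over the list alone, 1 higher and 9 lower in *Camkk2*-/- and 1 higher and 0 lower in WT BMDM). The difference between the genotypes passed for 0 of the 12 (1 lower adjusted over the list alone; 6 lower at an unadjusted p under 0.05). With an estimated correlation, camera gave adjusted p = 0.303 for this difference and adjusted p = 0.173 for the change in *Camkk2*-/- BMDM.
After the signatures of Fig. 4c and the qPCR of Fig. 4d, the paper takes its findings in total to indicate interference of the CaMKK2 deletion with a largely immunosuppressive program of transcription induced by tumor-derived factors, while it allows that higher *Retnla* and *Arg1* can go with an immunosuppressive phenotype.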

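Of 27 chemokine ligand genes, 7 were higher in *Camkk2*-/- than in WT TCM-BMDM and 0 lower (9 and 0 when adjusted over the list alone; limma). As a set they were higher with camera at a preset correlation (adjusted p = 3.82e-05) but not with an estimated correlation (adjusted p = 0.158). With fry, the adjusted p was 0.0203. *Cxcl11* was higher (6.56 (standard error 0.43, adjusted p = 9.35e-09)). Its mean signal of 5.03 in WT cells lay below the background median. *Ccl5*, which encodes a chemokine that attracts T cells, was also higher (3.11 (standard error 0.55, adjusted p = 0.00157)). *Ccl12* (2.03 (standard error 0.40, adjusted p = 0.00364)), *Cxcl14* (1.37 (standard error 0.35, adjusted p = 0.0288), below the background median in WT cells), and *Ccl4* (0.77 (standard error 0.20, adjusted p = 0.0271)) were also higher, as were *Ccl7* and *Cxcl10*. *Cxcl9*, the remaining gene of the 3 CXCR3 ligands, had a log2 fold change of −0.05 (standard error 0.29, adjusted p = 0.964), with signals of 6.14 ± 0.65 (mean ± SD, n = 4) in WT and 6.09 ± 0.58 in *Camkk2*-/- TCM-BMDM. Both means lay within the range of the probe sets that match no mouse sequence (means of 2.48 to 6.82), so a difference may be missed. Of 10 genes of MHC class I presentation, 4 were higher and 0 lower (8 and 0 adjusted over the list alone). Camera gave adjusted p = 9.81e-10, and adjusted p = 0.074 with an estimated correlation, and fry adjusted p = 0.00154. The 4 were the peptide transporters *Tap1* (1.11 (standard error 0.20, adjusted p = 0.00184)) and *Tap2* (0.95 (standard error 0.19, adjusted p = 0.00402)), the immunoproteasome subunit *Psmb9* (1.22 (standard error 0.18, adjusted p = 0.000277)), and *H2-M3* (0.72 (standard error 0.18, adjusted p = 0.0254)). Of 9 genes of MHC class II presentation, 2 were higher and 0 lower (9 and 0 adjusted over the list alone). Camera gave adjusted p = 1.71e-08, and adjusted p = 0.104 with an estimated correlation, and fry adjusted p = 0.00933. The 2 were *H2-DMb2* (1.27 (standard error 0.31, adjusted p = 0.0204)) and *H2-Ob* (1.10 (standard error 0.21, adjusted p = 0.00239)). In RM, *H2-Eb1* (1.12 (standard error 0.17, adjusted p = 0.000726)) and *Ciita* (1.22 (standard error 0.24, adjusted p = 0.0113)) were the 2 higher genes of this list (7 adjusted over the list alone). The neutrophil list also had a higher mean in *Camkk2*-/- than in WT TCM-BMDM (1.46 and 0.66, relative to each gene's mean over all arrays). For the inflammatory monocyte list the means were 1.66 and 0.65.
*Ccl4*, *Cxcl14*, and *H2-M3* did not pass without *Camkk2*-/- TCM replicate 1 or *Camkk2*-/- TCM replicate 2, and *Cxcl10* did not pass without WT TCM replicate 4 or *Camkk2*-/- TCM replicate 1, 2, or 3, in a fit to the 8 TCM arrays, or with trend and robust variance estimates. In the reference annotation, *Cxcl11* lies on the chromosome of *Camkk2*.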

Further CaMMK2 inhibition enhanced the transcription of genes associated with a more immunogenic phenotype, including interferon response genes and chemokines involved in intratumoral T cell trafficking.

### CaMKK2 links tumor factor signaling to AMPK activation

Our data suggest that CaMKK2 is required to couple the proximal signaling events induced by tumor-derived factors present in the TCM with downstream molecular effectors. CaMKIV was eliminated from this analysis^41^, as we were unable to detect CaMKIV/phospho-CaMKIV expression within BMDM under the conditions used for these in vitro assays. Comparable levels of phospho-CaMKI were detected in RM-BMDM and TCM-BMDM, from both WT and *Camkk2*^−/−^ mice, indicating that tumor-derived factors are not increasing all aspects of CaMKK2 signaling in BMDM (Fig. 5a). AMPKα can be phosphorylated by both CaMKK2 and LKB1; however, we found it to be phosphorylated to a lesser degree in *Camkk2*^−/−^ BMDM compared with WT BMDM when cultured in regular media (RM) (Fig. 5b, c). More importantly, increased AMPKα phosphorylation was observed in WT BMDM when cultured in TCM compared with RM, and this enhanced phosphorylation was attenuated considerably by CaMKK2 ablation (Fig. 5b, c). In aggregate, these data indicate that CaMKK2 is required for TCM-induced activation of AMPK cascade. Interestingly, in the absence of CaMKK2, the exposure to TCM displayed an inhibitory effect on the phosphorylation of AMPK. This finding is suggestive of a wider, yet undefined, function of CaMKK2 in processes that link tumor factor-induced signaling to the activation of AMPK. These data are interesting in light of those from others, indicating that AMPKα modulates macrophage polarization toward an M2-like anti-inflammatory phenotype^42–46^. Previously, it was determined that the PGC1/ERRα complex, a downstream target of AMPKα in macrophages, is a key regulator of innate immunity^47^. However, we ruled out the involvement of this complex in CaMKK2 biology as myeloid cell-specific knockdown of ERRα failed to impact the growth of mammary tumors in the MMTV model (Supplementary Fig. 7A–D).

**Fig. 5:**
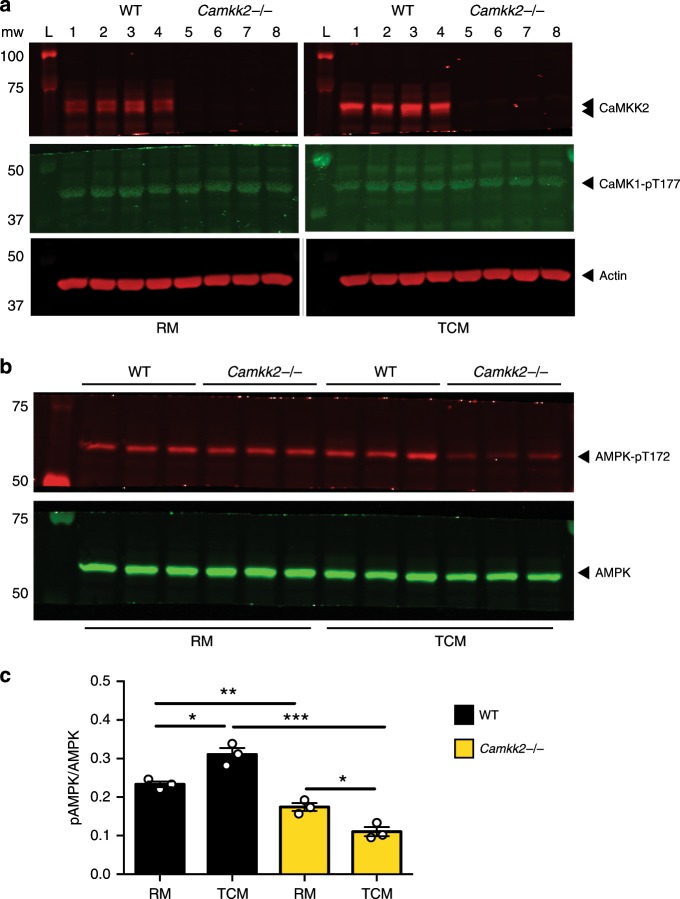
CaMKK2 links tumor factor signaling to AMPK activation. WT and *Camkk2*^−/−^ BMDM were generated in regular differentiation medium in the presence or absence of E0771-conditioned medium (RM and TCM, respectively). **a** CaMKK2 and phospho-CaMK1 immunoblots. **b** Expression of phosphorylated (T-172; p-AMPK) and the total AMPKα was assessed by immunoblot. **c** Quantification of p-AMPK/AMPK ratio (*N* = 3 biological replicates; mean ± SEM). Each lane refers to protein lysate extracted from a single biological replicate. A *t* test was used to calculate *p*-values. Asterisks refer to *p < 0.05, **p < 0.01, and ***p < 0.005, respectively

### CaMKK2 controls the immune-stimulatory functions of TCM-BMDM

The multi-ligand endocytic mannose receptor (CD206/MRC1) is an established marker of M2-like macrophages, whereas higher levels of MHC II and/or co-stimulatory molecules (e.g., CD80, CD86, and CD40) serve as markers of more immunogenic M1-like macrophages^4,33^. Thus, we analyzed the expression of these markers in WT and *Camkk2*^−/−^ BMDM generated in the presence or absence of TCM (Fig. 6a, c; Supplementary Fig. 8A). Regardless of genotype, an increase in the percentage of CD206^+^ MHC II^−^ (M2-like macrophages) and a decrease in the percentage of CD206^−^ MHC II^+^ (M1-like macrophages) were detected in BMDM generated in the presence of TCM (Fig. 6a). These changes were attenuated in *Camkk2*^−/−^ BMDM, such that in the presence of TCM they expressed higher levels of MHC II molecules and have fewer M2-like and more M1-like cells compared with WT (Fig. 6a, b). *Camkk2*^−/−^ BMDM also expressed significantly higher levels of MHC II and CD40 compared with WT, although its absolute expression level was reduced in response to TCM (Fig. 6b; Supplementary Fig. 8A). BMDM generated in the presence of TCM also expressed higher levels of CD80 and MHC I molecules, although these TCM-induced changes were attenuated in *Camkk2*^−/−^ BMDM. Finally, CD86 was expressed at comparable levels in WT and *Camkk2*^−/−^ BMDM in the presence of RM, but higher levels of this co-stimulatory molecule were detected in *Camkk2*^−/−^ BMDM generated in TCM when compared with WT (Supplementary Fig. 8A). To evaluate the effects of TCM on already differentiated BMDM, cells were first cultured in the presence of RM for 4 days, and then exposed for an additional 48 h to TCM. These experiments confirmed the ability of TCM to increase the percentage of M2-like cells in WT BMDM, but importantly this response was attenuated in *Camkk2*^*−/−*^ BMDM (Supplementary Fig. 8B). One of the most important findings from these experiments was that the expression of RNAs encoding chemokines involved in the recruitment of immune cells (*Cxcl9, Cxcl10,* and *Cxcl14*) in tumors are increased in *Camkk2*^−/−^ TCM-BMDM compared with WT TCM-BMDM (Fig. 6c; Supplementary Fig. 8C).

**Fig. 6:**
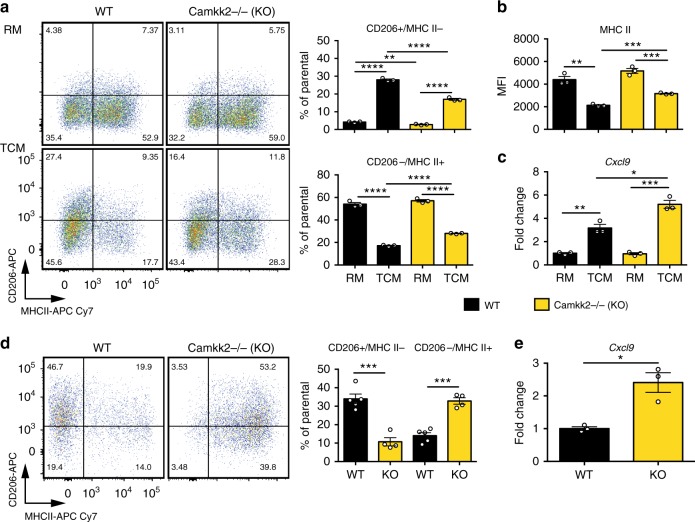
Phenotype of WT and *Camkk2*^−/−^ BMDM generated in the presence or absence of tumor-conditioned medium. WT and *Camkk2*^−/−^ BMDM were generated in the presence of RM or TCM. **a** Left: CD206 and MHC II expression on CD11b^+^ F4/80^+^ gated BMDM. Right: percentages of CD206^+^/MHC II^−^ and CD206^−^/MHC II^+^ subsets (mean ± SEM; *N* = 3 biological replicates). **b** Expression of MHC II on CD11b + F4/80 + gated BMDM (mean of MFI ± SEM; *N* = 3 biological replicates). **c** *Cxcl9* expression (mean ± SEM; *N* = 3 biological replicates). These experiments were replicated at least three times. **d** Tumors of comparable size (500–700 mm^3^) were removed from WT and *Camkk2*^−/−^ mice, and myeloid cells were then identified and sorted by flow cytometry. Bar graph reports mean ± SEM of CD206^+^/MHC II^−^ and CD206^−^/MHC II^+^ TAM percentages gated on “Mac” subset in the Supplementary Fig. 2 (*N* = 5 and 4 tumors removed from WT and *Camkk2*^−/−^ mice, respectively). **e** *Cxcl9* expression in TAM sorted from E0771 tumors removed from WT and *Camkk2*^−/−^ mice (mean ± SEM; *N* = 3 and 3 tumors for each genotype)

The significance of data generated in BMDM was subsequently validated in TAM isolated from E0771 tumors propagated in WT and *Camkk2*^−/−^ mice. Similar to the results obtained in BMDM, deletion of CaMKK2 in the host was associated with a decreased percentage of CD206^+^ MHC II^−^ TAM, and increased accumulation of CD206^−^ MHC II^+^ TAMs (Fig. 6d). Of note, increased levels of *Cxcl9* and *Cxcl14* RNAs were also found in TAM isolated from tumors of *Camkk2*^−/−^ mice, confirming the results of studies performed in vitro (Fig. 6e; Supplementary Fig. 8D).

The ability of WT and *Camkk2*^−/−^ BMDM to stimulate and recruit T cells was next assessed. Syngeneic T cells were isolated from the spleens of WT mice, stained with the fluorescent dye 5-(and 6-)carboxyfluorescein diacetate succinimidyl ester (CFSE), and subsequently co-cultured with BMDM, in the presence of an anti-CD3 antibody. After 72 h, cell supernates were collected and assayed for cytokine expression, and T cell proliferation was assessed by FACS (Fig. 7a, b; Supplementary Fig. 8E). IL-2 production was significantly increased in T cells co-cultured with *Camkk2*^−/−^ BMDM generated in TCM, but not RM (Supplementary Fig. 8E, left panel). Not unexpectedly, IFNγ expression was dramatically suppressed when T cells were cultured with WT BMDM generated in the presence of TCM (Supplementary Fig. 8E, right panel). However, this suppressive effect of TCM was mitigated upon CaMKK2 knockdown (Supplementary Fig. 8E, right panel). The functional importance of these differences was highlighted in follow-up T cell proliferation studies, which demonstrated that BMDM derived from WT or *Camkk2*^−/−^ mice in RM were equally effective at stimulating T cell proliferation. However, T cell proliferation was reduced by ~50% when evaluated in the presence of WT TCM-BMDM, whereas deletion of *Camkk2* in BMDM reduced this effect (Fig. 7a, b). We next explored the mechanisms by which CaMKK2 regulates the functional interactions between BMDM and T cells. Specifically, the role(s) of physical cell contact vs BMDM-released soluble factors on the proliferation of purified CD4^+^ and CD8^+^ T cells was assessed. To this end, purified CFSE-labeled CD4^+^ and CD8^+^ T cells were cultured with WT or *Camkk2*^−/−^ TCM-BMDM, in the presence of an anti-CD3 antibody. In this direct cell contact assay, *Camkk2*^−/−^ TCM-BMDM showed an increased ability to stimulate both purified T cell subsets, compared with WT TCM-BMDM. CFSE-labeled purified CD4^+^ and CD8^+^ T cells were then cultured with anti-CD3/anti-CD28 coated beads in the presence of supernates collected from TCM-BMDM cultures (Supplementary Fig. 8G). Interestingly, WT TCM-BMDM supernates inhibited the proliferation of CD8^+^ and CD4^+^ T cells while no inhibitory effect was observed using *Camkk2*^−/−^ TCM-BMDM supernates (Supplementary Fig. 8G). Taken together these data suggest that the positive effect of *Camkk2*^−/−^ TCM-BMDM on T cell proliferation likely requires physical contact, and this activity is reinforced by a reduced production of immune-suppressive soluble factors.

**Fig. 7:**
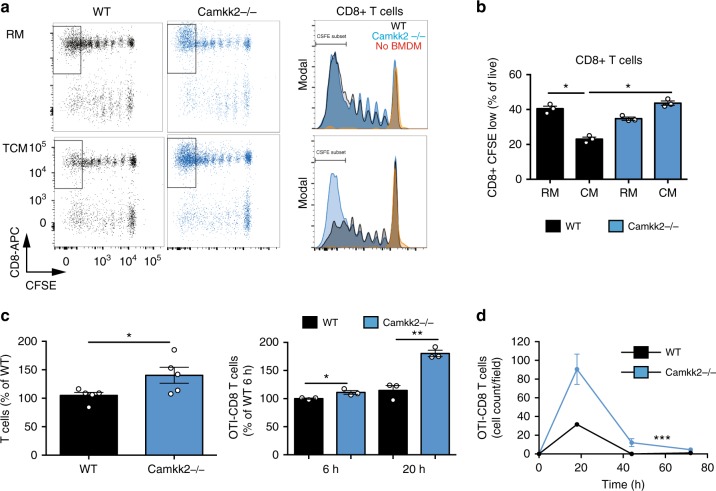
CaMKK2 mediates the immune-stimulatory ability of BMDM generated in tumor-conditioned medium. **a** CFSE-labeled T cells isolated from wild-type mice were cultured with anti-CD3 antibody, in the presence or absence of WT or Camkk2^−/−^ BMDM generated in regular medium or the tumor-conditioned medium (RM and TCM, respectively). Dot plots and histograms of T cells recovered after co-culture for 72 h (Left and right, respectively). T cells were identified according to the gating strategy reported in the Supplementary Fig. 3A. **b** Percentage of CFSE-low CD8^+^ T cells (gate is displayed in the panel A dot plots). *N* = 3 biological replicates for each genotype. *t* test was used to calculate *p*-values. The experiment was replicated with similar results. **c** BMDM were generated from WT and *Camkk2*^−/−^ mice (WT and KO, respectively) in the presence of TCM. After 5 days of culture, BMDM supernates were collected and tested in a chemotaxis transwell assay for the ability to recruit T cells isolated from lymph nodes of WT mice or CD8+ OTI T cells (left and right panels, respectively). Bar graphs report mean ± SEM of T cells migrating toward BMDM supernates after 12 h and percentages of CD8 + OTI T cells migrating toward BMDM supernates at 6 and 12 h (mean ±SEM; *N* = 3 replicates for each genotype). *t* test was used to calculate *p*-values. These experiments were replicated with similar results. **d** A 3D microfluidic tumor on-a-chip model was used to test the effects of BMDM in E0771 tumor microenvironment (schematic of 3D on-chip model is shown in Supplementary Fig. 9). Graph reports kinetics of OTI CD8^+^ T cells migrating toward 3D E0771-microenvironment infiltrated by WT or *Camkk2*^−/−^ BMDM (mean± SEM; N = 3 low magnification fields). Two-way ANOVA was used to calculate *p*-values. Asterisks refer to *p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001, respectively

Gene expression analysis in whole tumors, isolated TAM, and BMDM identified the CXCR3-ligands (*Cxcl9*, *Cxcl10*, and *Cxcl11*) as relevant targets of CaMKK2 in myeloid cells. Specifically, deletion of *Camkk2* resulted in increased expression of the mRNAs encoding *Cxcl9* and C*xcl10* in TAMs and BMDM; a finding that could explain the increased accumulation of CD8^+^ T cells in tumors of *Camkk2*^−/−^ mice. To test this possibility, we developed a transwell assay to evaluate the ability of BMDM to attract in vitro-activated T cells. It was determined that more T cells migrated toward supernates collected from *Camkk2*^−/−^ TCM-BMDM than those from WT mice (Fig. 7c, left). This conclusion was supported by additional data from a second study using antigen-specific CD8^+^T cells (OTI T) (Fig. 7c, right).

To further investigate the ability of WT and *Camkk2*^−/−^ myeloid cells to recruit effector T cells in the tumor microenvironment, we used a validated microfluidic platform to recreate interconnected 3D spaces^48^. This device combines the design of a hydrogel-based microchannel platform with advanced microscopy, allowing single-cell, real-time monitoring, and analysis of antigen-specific CD8^+^ T cell migration. It further allows the monitoring of interactions that occur between effector T cells and cellular components of the tumor microenvironment. To build an on-chip simulation of the tumor microenvironment, BMDMs were co-cultured in a 3D hydrogel-based compartment with E0771 cells in the presence of OVA_257–264_ peptide. The ability of WT and *Camkk2*^−/−^ myeloid cells to recruit OVA-specific EGFP-CD8^+^ T cells (EGFP-OTI-T) was tested under competitive conditions. To this end, the two tumor chambers of the microfluidic platforms included WT or *Camkk2*^*−/−*^ BMDM (right and left chamber, respectively; Supplementary Fig. 9A, B). Upon hydrogel polymerization, EGFP-OTI-Ts were loaded and uniformly distributed into the immune chamber alongside with OVA_257–264_-preloaded DsRed bone marrow-generated dendritic cells (DsRed-BMDC). The competitive ability of tumor chambers containing WT and *Camkk2*^−/−^ BMDM was evaluated over a period of 72 h by wide-field imaging analysis of the entire microfluidic device, and the total number of OTI T cells within the microchannels and tumor chambers was quantified (Fig. 7d; Supplementary Fig. 9C). OTI T cells initially interacted with antigen-loaded BMDC in the central chamber (1–6 h) and then migrated through micro-channels and 3D tumor compartments at later time points (18–44 h). Under these conditions, a remarkably higher number of OTI T cells migrated through the micro-channels and infiltrated the 3D tumor chamber containing *Camkk2*^−/−^ BMDM, compared with those moving toward the tumor chamber housing WT BMDM (Fig. 7d). Taken together, these studies define an important role for CaMKK2 in the regulation of cellular processes involved in the trafficking of T cells into tumors.

### CaMKK2 inhibitors attenuate mammary tumor growth

STO-609 is a selective CaMKK2 inhibitor that has previously been validated for use in vivo^17,18,49^. Thus, we used this compound to evaluate the impact of CaMKK2 inhibition on the growth of E0771, 4T1, and Met1 cell-derived tumors propagated in syngeneic hosts, as well as in the MMTV- PyMT spontaneous model of mammary carcinoma (Fig. 8a; Supplementary Fig. 10A–C). Given the positive impact of CaMKK2 inhibition by STO-609 on tumor growth, we proceeded to generate novel, chemically distinct, CaMKK2 inhibitors via a discovery campaign that led to the identification of GSK1901320 (denoted GSKi; Supplementary Fig. 10D). This compound is chemically distinct from STO-609, but shows similar antagonist activity to this drug in biochemical assays (Supplementary Fig. 10D). Importantly, GSKi inhibited the growth of E0771-derived tumors in syngeneic hosts to the same degree as STO-609 (Supplementary Fig. 10E). Thus, two chemically distinct, selective CaMKK2 antagonists demonstrated similar inhibitory effects in mouse models of breast cancer. These results justify further exploration/optimization of highly selective CaMKK2 inhibitors as a means to increase tumor immunity.

**Fig. 8:**
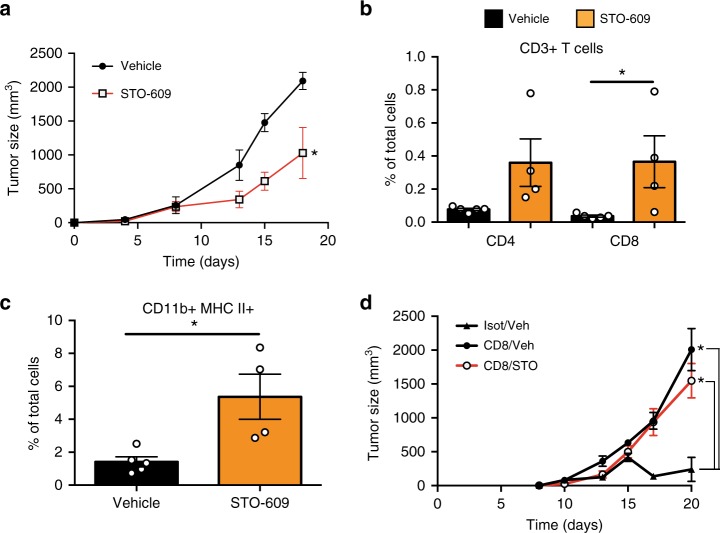
Pharmacological inhibition of CaMKK2 attenuates mammary tumor growth in immunocompetent mice. **a** E0771 (4 × 10^5^) cells were orthotopically grafted into syngeneic WT mice. Starting at day 2 after grafting, mice were treated three times/week with vehicle or STO-609 (IP, 100 μmoles/kg body weight), and subsequently tumor volumes measured (mean ± SEM; *N* = 6 in each group); two-way ANOVA was used to calculate *p*-values. **b**, **c** T lymphocytes and myeloid cells within E0771 mammary tumors treated with STO-609 or vehicle. Tumors of comparable size (500–700 mm^3^) were removed, digested and single-cell suspensions were stained for myeloid and lymphoid markers, and analyzed using the gating strategy reported in Supplementary Fig. 3C and 11. Treatment with STO-609 resulted in the accumulation of CD8^+^ T cells and CD11b^+^ MHC II^+^ myeloid cells (b and c, respectively). Bar graph shows mean ± SEM; *N* = 5 and 4 tumors in Veh and STO-609 groups, respectively. A *t* test was used to calculate *p*-values. **d** STO-609 failed to affect mammary tumor growth in CD8^+^ T cell-depleted *Camkk2*^−/−^ mice. *Camkk2*^−/−^ mice were treated with anti-CD8 or control isotype antibodies. Subsequently, E0771 cells were orthotopically grafted, and mice treated with STO-609 or vehicle. Tumor volumes were measured (mean ± SEM; *N* = 3, 7, and 8 in isotype/Veh, CD8/Veh and CD8/STO groups, respectively). Two-way ANOVA test was used to calculate *p*-values. Asterisks refer to *p < 0.05

The impact of CaMKK2 inhibition on immune cell repertoire/function within tumors was next evaluated. Reflecting what was seen in genetic CaMKK2 knockout models, treatment with STO-609 promoted the accumulation of CD8^+^ and NK1.1+ T cells, CD11b^+^ MHC II^+^ cells, and MHC II^+^ TAMs within E0771 tumors (Fig. 8b, c; Supplementary Fig. 11A–C). STO-609 was without effect in CD8^+^ T cell depleted *Camkk2*^−/−^ mice, suggesting that its actions in primary tumor growth are likely limited to immune cells (Fig. 8d).

## Discussion

Our findings highlight the role(s) of CaMKK2 as a myeloid-expressed regulator that integrates signals controlling activation and differentiation of macrophages in the tumor microenvironment. Importantly, genetic ablation of CaMKK2, or its pharmacological inhibition led to accumulation of less immune-suppressive myeloid cells and more activated CD8^+^ T cells in the tumor microenvironment, which results in tumor growth inhibition. Mechanistically, our studies reveal that CaMKK2 is required to link tumor-derived factor signaling with the activation of AMPK, which likely functions to impair the immune-stimulatory functions of myeloid cells within the TME^44–46^.

Previously, we reported that the *Camkk2* promoter is active in normal circulating monocytes, and that this enzyme is expressed in peritoneal macrophages^24^. Here, we demonstrate that CaMKK2 is also expressed in tumor-associated myeloid cells, as well as in human breast cancer cells. Importantly, our findings indicate that *Camkk2* promoter activity is differentially regulated throughout myeloid cell development, with the highest activity observed in Ly6C^high^ monocytes, a subset of blood myeloid cells that can differentiate into a heterogeneous group of TAMs^1,27^. Typically, CD206^+^ MHC II^− ^TAMs show an M2-like phenotype, while CD206^−^MHC II^+^ cells are M1-like polarized, and have higher anti-tumor activity^50–52^. Of note, we found a remarkable increase in the percentage of CD11b^+^ MHC II^+^ cells in tumors growing in *Camkk2*^−/−^ mice and that a large fraction of this heterogeneous population included Ly6C^high^ inflammatory monocytes. An increased percentage of CD206^−^MHC II^+^ TAMs and monocyte-derived dendritic cells, and a commensurate decrease in the percentage of CD206^+^ MHC II^− ^TAMs were also found in tumors of *Camkk2*^−/−^ mice. Overall, these findings indicate that CaMKK2 plays a critical role in the regulation of processes that determine the fate of myeloid-cell progenitors in the tumor microenvironment and that its deletion/inhibition alters this differentiation program to promote the accumulation of more immunogenic myeloid subsets. The selective expression of CaMKK2 in the myeloid subsets makes this protein an attractive immunotherapeutic target whose inhibition is expected to remodel the tumor microenvironment and stimulate anti-tumor immune responses.

Tumors have a remarkable capacity to modulate the development of myeloid progenitors through their ability to secrete factors that act distally on the bone marrow and splenic myeloid progenitors, or proximally on monocytes recruited to the tumor microenvironment^4,53^. Our data indicate that in the presence of tumor-derived factors, more CD206^+^ MHC II^−^ and less CD206^−^ MHC II^+^ BMDM are generated in vitro from bone marrow progenitor cells but deletion of *Camkk2* in myeloid cells attenuates this process, leading to the generation of more M1-like and less M2-like macrophages compared with WT myeloid cells. Significantly, *Camkk2*^−/−^ TCM-BMDM has less capability to suppress T cell proliferation compared with WT TCM-BMDM. Our findings further demonstrated that deletion of *Camkk2* in BMDM also results in increased expression of genes encoding CXCL9 and CXCL10 chemokines that attract and activate CXCR3 expressing cells, including Th1, CD8^+^ T cells, and NK cells, which positively regulate anti-tumor immunity^54–59^. The functional relevance of these changes was confirmed using a microfluidic platform that recreates the simulacra of tumors growing in WT and *Camkk2*^−/−^ mice^48^. These data, in conjunction with more classical measurements of T cell migration, clearly show that more activated CD8+ T cells migrate toward tumor compartments containing *Camkk2*^−/−^ macrophages.

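On the arrays, *Cxcl10* and *Cd86* were higher in *Camkk2*-/- than in WT TCM-BMDM, and *Nos2* did not pass the test. *Cxcl10* had a log2 fold change of 2.46 (standard error 0.62, adjusted p = 0.024). *Cd86*, which encodes a co-stimulatory ligand of CD28, had signals of 10.89 ± 0.64 (mean ± SD, n = 4) in WT and 12.20 ± 0.09 in *Camkk2*-/- TCM-BMDM, a log2 fold change of 1.30 (standard error 0.24, adjusted p = 0.00223). *Nos2*, which encodes inducible nitric oxide synthase, had signals of 7.77 ± 1.50 and 9.31 ± 0.74, a log2 fold change of 1.54 (standard error 0.52, adjusted p = 0.113). The paper also measured *Nos2* by qPCR (Fig. 4d), where it reports a strong upregulation in *Camkk2*-/- BMDM. TCM itself raised *Nos2* by 2.55 (standard error 0.52, adjusted p = 0.00739) in WT BMDM, from a mean signal below the background median, and by 3.91 (standard error 0.52, adjusted p = 2.15e-05) in *Camkk2*-/- BMDM. Of 8 genes of co-stimulatory and co-inhibitory ligands, 3 were higher in *Camkk2*-/- TCM-BMDM and 0 lower (6 and 0 when adjusted over the list alone; limma), *Cd86*, *Cd40*, and *Tnfsf4* (0.95 (standard error 0.26, adjusted p = 0.0396), below the background median in WT cells). *Cd274*, which encodes PD-L1, had a log2 fold change of 1.21 (standard error 0.36, adjusted p = 0.0584). Relative to each gene's mean over all arrays, the list lay between −0.79 and 0.42 in WT TCM arrays and between 0.74 and 1.11 in *Camkk2*-/- TCM arrays. The neutrophil list was also higher there, with means of 0.66 in WT and 1.46 in *Camkk2*-/- TCM-BMDM. In RM, the log2 fold change between the genotypes was 0.75 (standard error 0.62, adjusted p = 0.88) for *Cxcl10*, 0.36 (standard error 0.24, adjusted p = 0.814) for *Cd86*, and 0.18 (standard error 0.52, adjusted p = 0.983) for *Nos2*. The call of *Cxcl10* was lost without WT TCM replicate 4 or without *Camkk2*-/- TCM replicate 1, 2, or 3, in a fit to the 8 TCM arrays alone, and with trend and robust variance estimates, and *Nos2* passed without WT TCM replicate 1 or with array weights.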

Deletion of *Camkk2* facilitates a significant increase in the expression of genes associated with interferon responses (e.g., *Cxcl10*) and with an M1-like phenotype (e.g., *Nos2 and CD86)*. Besides its effect on chemokines and cytokine gene expression, genetic deletion of *Camkk2* in BMDM is also associated with decreased expression of several genes that regulate cholesterol biosynthesis/homeostasis (*Hsd17b7, Dhcr24, Sqle, Cyp51*, and *Msmo1*). This is interesting in light of our previously published work demonstrating that mammary tumor growth was dramatically attenuated by inhibition of the CYP27A1-dependent production of the cholesterol metabolite 27-hydroxycholesterol^60,61^. 

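Among the genes of sterol synthesis, *Hsd17b7* had log2 signals of 9.20 ± 0.33 (mean ± SD, n = 4) in WT and 7.51 ± 0.32 in *Camkk2*-/- TCM-BMDM, *Cyp51* 11.44 ± 0.36 and 10.24 ± 0.40, and *Msmo1* 10.68 ± 0.46 and 9.66 ± 0.46. *Sqle*, which did not pass the test over all 16 arrays, had 9.29 ± 0.52 and 8.04 ± 0.29. In RM, the log2 fold change between the genotypes was −0.60 (standard error 0.29, adjusted p = 0.621) for *Hsd17b7*, −0.71 (standard error 0.29, adjusted p = 0.459) for *Cyp51*, −0.32 (standard error 0.28, adjusted p = 0.895) for *Msmo1*, and −0.37 (standard error 0.41, adjusted p = 0.934) for *Sqle*, and 0 genes of cholesterol biosynthesis passed (2 lower and 0 higher at an unadjusted p under 0.05; limma). In *Camkk2*-/- BMDM, TCM lowered 6 of the 17 genes of cholesterol biosynthesis and raised 0 (11 and 2 when adjusted over the list alone and at an unadjusted p under 0.05), and in WT BMDM it changed 0 (1 lower at an unadjusted p under 0.05). The difference between the genotypes passed for 0 of these genes (2 lower at an unadjusted p under 0.05), with an adjusted p = 0.694 with an estimated correlation (camera). As a set the list went down in both genotypes, at a median of −0.26 in WT and −0.81 in *Camkk2*-/- BMDM (camera, adjusted p = 0.00263 and adjusted p = 8.42e-05), which did not hold with an estimated correlation (adjusted p = 0.435 and adjusted p = 0.291).
Of 11 other targets of the sterol-regulated transcription factors SREBP, 1 was lower in *Camkk2*-/- TCM-BMDM, *Fasn*, which encodes fatty acid synthase (−1.01 (standard error 0.25, adjusted p = 0.0212)), and 0 were higher (2 and 0 adjusted over the list alone). Of 7 targets of the sterol receptor LXR, 1 was lower, the apolipoprotein gene *Apoe* (−2.02 (standard error 0.28, adjusted p = 0.000194)), and 0 were higher (1 and 0 adjusted over the list alone). *Apoe* was also lower in RM (−1.33 (standard error 0.28, adjusted p = 0.0226)), whereas the cholesterol transporter gene *Abca1* had −0.18 (standard error 0.19, adjusted p = 0.761) in TCM. *Cyp51* and *Msmo1* did not pass without WT TCM replicate 1 or *Camkk2*-/- TCM replicate 3, and *Fasn* without either of these, WT TCM replicate 3, or *Camkk2*-/- TCM replicate 1.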

Defining the specific links between CaMKK2, cholesterol, and tumor biology is a current research priority. Finally, despite the finding that CaMKK2 depletion has a positive impact on BMDM (e.g., enhanced T cell attracting ability and reduced capability to inhibit T cell proliferation), other myeloid cells within TME also express CaMKK2 and thus may also contribute to the tumor growth inhibition observed in CaMKK2-ablated hosts.

It has been suggested by others that inhibition of AMPK could be a useful approach to regulate the immunogenic functions of macrophages and dendritic cells^44,46,62,63^. However, the broad tissue distribution of AMPK, the pleiotropic functions regulated by this kinase in the whole organism and, most importantly, the detrimental effects of AMPK deficiency in CD8^+^ effector T cells limit the therapeutic utility of drugs that target this enzyme directly^64^. We propose that inhibition of CaMKK2 is a more selective way of inhibiting the fraction of AMPK involved in macrophage polarization while preserving the anti-tumor functions of CD8^+^ T cells. Thus, notwithstanding any beneficial effects that may be attributed to the inhibition of CaMKK2 within tumor cells, it is clear that this enzyme is also an important myeloid cell-selective immune checkpoint, the inhibition of which may have broad utility in the immunotherapy of breast and other cancers.

## Methods

All of the studies involving the use of animals were conducted after prior approval by the Duke or University of Illinois at Urbana-Champaign Institutional Animal Care and Use Committee (IACUC).

### Mice

The Tg(*Camkk2*-EGFP)DF129Gsat reporter mice were originally provided by the Mutant Mouse Regional Resource Center (MMRRC)^26^. This transgenic strain contains the coding sequence for enhanced green fluorescent protein (EGFP), followed by a polyadenylation signal, inserted into the mouse genomic bacterial artificial chromosome RP23-31J24 at the ATG transcription initiation codon of the calcium/calmodulin-dependent protein kinase kinase 2 (β) (*Camkk2*) gene so that expression of the reporter mRNA/protein is driven by the regulatory sequences of the mouse gene. Tg(*Camkk2*-EGFP)BL/6Gsat mice were generated by backcrossing Tg(*Camkk2*-EGFP)DF129Gsat mice to C57BL/6 mice for ten generations. C57BL/6 mice were purchased from the Jackson Laboratory (CA, USA). Wild-type (WT) and *Camkk2*^−/−^ mice have been described previously^65^. LysMCre + *Camkk2*^fl/fl^ and littermate control LysMCre +  *Camkk2*^wt/wt^ mice were generated by crossing B6.129P2-Lyz2^tm1(cre)Ifo/J^ mice from the Jackson Laboratory with *Camkk2*^loxp^ mice^65^. Mice were backcrossed to C57BL/6 at least four times during their generation. Genotypes were confirmed by PCR. OTI^-^EGFP mice were generated by crossing C57BL/6-Tg(TcraTcrb)1100Mjb/J with C57BL/6-Tg(CAG-EGFP)1Osb/J (both strains were acquired from The Jackson Laboratories, Bar Harbor, ME USA). All the mice were used between 8–16 weeks, with gender and age-matched mice used in experimental and control groups. The animals were housed in Duke University animal facilities under a 12-h light/12-h dark cycle with food and water ad libitum. In all, 8–12 week female mice were included in the experiments.

### Human tissues

We used tissue microarrays (TMA) that included duplicate 1 mm cores of formalin-fixed, paraffin-embedded primary human breast carcinomas from a group of 47 interpretable tumors from Vienna, Austria^66^, and 68 samples from Roswell Park Cancer Institute (RPCI), NY^67^. For all tumors, grade and ER/PR/HER2 biomarker data were available. Samples were acquired in compliance with ethical regulations for work with human participant and informed consent policy approved by the corresponding Institutional Review Boards (General Hospital Wiener Neustadt, Austria for the Vienna data set and the Roswell Park Cancer Institute for the RPCI data set). Patient consents were obtained before the collection of tissues.

### CaMKK2 IHC analysis

TMA sections were deparaffinized, treated with sub-boiling antigen retrieval buffer (citrate, pH 6, Abcam, ab93678) for 20 min, and then reacted with previously validated anti-CaMKK2 rabbit monoclonal antibody^18,49^ (HPA017389, Sigma) at 1:500 for 2 h. The detection reaction utilized the rabbit Envision kit from Dako (DakoCytomation, cat. no. K4004). Diaminobenzidine (DAB) was used as the chromogen, with hematoxylin as the counterstain. The IHC experiments were performed on an automated immunostainer (Intellipath from Biocare). Paraffin-embedded blocks of THP-1 cells served as external positive controls. Positive cells showed granular cytoplasmic reactivity. Two board certified pathologists (J.G. and A.H.) performed all analyses, including cell-type identification and staining intensity. Macrophages, endothelial cells, and lymphocytes were identified by morphology. Staining intensity in tumor cells was scored as 0 (absent), 0.5 (borderline), 1 (weak), 2 (moderate), or 3 (strong). For statistical analysis, the tumors were categorized as weak (0, 0.5, 1) or overexpressed (≥2). Ordinal logistic regression was used for binary outcomes, and proportional odds regression was used for grade and molecular class (TN, LA, and LB). There were only a small number of HER2-positive breast cancers in the two cohorts, which were excluded from this analysis. Score was modeled as a binary predictor with levels weak or overexpressed. For outcomes with low cell counts, a Fisher’s exact test of association was used. Analyses were conducted in SAS version 9.3 (SAS Institute, Cary, NC) and the R environment for statistical computing.

### Murine mammary tumors

MMTV-PyMT grafts: MMTV-PyMT mice were backcrossed onto a C57BL/6 background^68^. Resulting mammary tumors were excised, washed in PBS, and diced into equal sized pieces. Tumor pieces were orthotopically grafted into the mammary fat pads of WT or *Camkk2*^−/−^ mice. Resulting tumor growth was assessed by direct caliper measurement.

E0771, 4T1, and Met1 grafts: E0771 and 4T1 cells were obtained from Mark Dewhirst (Duke University) and grown in the RPMI and Dulbecco’s modified Eagle Medium (DMEM), respectively, and supplemented with 8% FBS, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, and penicillin/streptomycin. Met1 cells were obtained from Alexander Borowsky (University of California at Davis) and grown in the DMEM with the same supplements. All cell lines were routinely tested and were free of mycoplasma. None of the cell lines used in this study were found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI Biosample. E0771 (200,000), 4T1 (400,000), and Met1 (500,000) cells were grafted orthotopically into a mouse mammary fat pad. 4T1 and Met1 cells were grafted in 50% matrigel. Resulting tumors were assessed by direct caliper measurement. To obtain sizable tumors in *Camkk2*^*−/−*^ mice for IHC and flow-cytometry studies, a higher number of E0771 cells (4 × 10^5^) were engrafted. This information is reported in the corresponding figure legends.

### Drug treatments

STO-609 and GSK1901320 (referred to as GSKi) were synthesized at the Duke University Small Molecule Synthesis Facility. These drugs were administered daily by intraperitoneal injection (10–100 μmoles kg^−1^ body weight). Sterile dimethyl sulfoxide (Sigma, D2438) was used as a vehicle. STO-609 treatment was initiated at post-graft day 1 for E0771, day 7 for Met1, and day 2 for 4T1 cells. The E0771 tumor growth experiment was repeated independently by a different investigator using a different batch of STO-609 (Tocris Biosciences, Bristol, UK). Treatment with GSKi was initiated at post-graft day 2.

### Murine tumor dissection

Tumors were removed from mice and minced with a surgical scalpel. Minced tissues were added to 5 ml of HBSS containing Ca^2+^ and Mg^2+^ (ThermoFisher Scientific, MA, USA), and supplied with collagenase 2 mg ml^−1^ and DNase I 0.1 mg ml^−1^ (Roche, Basel, Switzerland). Subsequently, they were transferred to gentle MACS C tubes, dissected with gentle MACS dissociator (Miltenyi, Bergisch Gladbach, Germany), and incubated for 45 min at 37 °C. At the end of this incubation, tumors were dissected again with gentle MACS dissociator, and cell suspensions passed through 70-μm cell strainers (Corning, NY, USA), washed twice in PBS w/2% FBS, and used for FACS analysis.

### Flow cytometry

Cell suspension (5 × 10^6^ cells) from dissected tumors, or BMDM (1 × 10^6^), were stained, with antibodies and fixable viability dye listed in Supplementary Table 2, according to the manufacturer’s instructions. The stained cells were analyzed using a BD FACS Canto flow cytometer or BD LSRII (BD, NJ, USA). The data were analyzed using FlowJo (TreeStar, OR, USA).

### CD8^+^ cell depletion

To deplete CD8^+^ cells, mice were injected intraperitoneally with 200 μl of anti-mouse CD8 monoclonal antibody (YTS 169.4) or its IgG control isotype (clone LTF-2; catalog #: BE0090, BioXCell, NH, USA) each at a concentration of 1 mg ml^−1^ according with regime shown in Supplementary Fig. 4A (the panel S4A was created by L.R.). The effect of CD8 depletion was monitored by flow cytometry using 50 μl of peripheral blood and stained with APC anti-mouse CD8 (6F10) and APC-Cy7 anti-mouse CD45.2 (clone 104; BioLegend).

### L929-differentiation medium and E0771 tumor-conditioned medium (TCM)

L929 cells were acquired from  Duke Cell Culture Facility and cultured in the DMEM (Gibco, MA, USA) supplied with 2 mM L-glutamine, 1.0 mM sodium pyruvate (all from Gibco, MA, USA), and 10% fetal bovine serum (FBS, Hyclone, MA, USA). Cells were maintained in a humidified 37 °C CO_2_ incubator and passed at 70% confluence. To generate conditioned medium, media was removed from 70% confluent cultures and replaced with fresh media. After 3 days, culture supernates were collected and aliquots stored at −80 °C.

E0771 mouse breast cancer cells were cultured in RPMI-1640 (Gibco, MA, USA) supplied with 2 mM L-glutamine, 1.5 g L^−1^ sodium bicarbonate, 1.0 mM sodium pyruvate (all from Gibco, MA, USA), and 8% fetal bovine serum (FBS, Hyclone, MA, USA). Cells were maintained in a humidified 37 °C CO_2_ incubator and passed at 70% confluence. To generate conditioned medium, media was removed from 70% confluent cultures and replaced with fresh media. After 3 days, culture supernates were collected and aliquots stored at −80 °C. Cytokines in conditioned media were analyzed as described below.

### Bone marrow-derived macrophages (BMDM)

To generate BMDM, hind-limb bones were removed from mice and crushed in a mortar with 5 ml of Hanks’ balanced salt solution (Mediatech, Manassas, VA) plus 2% FBS (Gemini Bio-Products, West Sacramento, CA) supplemented with 2 mM EDTA. Bone marrow (BM) cell suspensions were passed through a 70-μm strainer (BD Falcon) and stratified on Lympholyte (Cedarlane, Burlington, NC). The low-density fraction containing BM nucleated cells was collected, and the concentration was adjusted to 2 × 10^6^ cells ml^−1^ in complete medium (DMEM with high glucose and no phenol-red supplemented with 10% fetal bovine serum, glutamine, pyruvate, and HEPES) containing 30% L929-differentiation medium. Subsequently, BM cells were cultured for 5 days in Corning^®^ Costar^®^ ultra-low attachment multi-well plates (Sigma)^24^. To establish the purity of BMDM, cells were double-stained with anti-CD11b and anti-F4/80 antibodies. Based on this analysis, more than 95% of cells co-expressed these markers, which is a characteristic of macrophages. TCM, or an equivalent volume of regular medium (RM), was also added to the differentiation medium in the same experiments as indicated in figure legends. Regular medium was made by RPMI-1640 (Gibco, MA, USA) supplied with 2 mM L-glutamine, 1.5 g L^−1^ sodium bicarbonate, 1.0 mM sodium pyruvate (all from Gibco, MA, USA), and 8% fetal bovine serum (FBS, Hyclone, MA, USA).

### Microarray analysis

WT and *Camkk2*^−/−^ BMDM were generated with L929-conditioned media (30%) in the presence of RM or TCM (25%). Four biological replicates for each genotype were generated using long bones of 16 WT and 16 *Camkk2*^−/−^ female mice (10–12 weeks old). Microarray analysis was performed at Sequencing and Genome Technologies Shared Resource (Duke University). Transcriptome Analysis Console (TAC) Software (TAC Software version 4.0; Affymatrix) was used for quality control of microarray data and identification of differentially expressed genes (DEGs). iPathwayGuide software (Advatia Bioinformatics) was used for Pathway analysis. PathwayGuide scores pathways using the over-representation of differentially expressed (DE) genes in a given pathway and the perturbation of that pathway computed by propagating the measured expression changes across the pathway topology. These aspects are captured by two independent probability values, pORA and pAcc, that are then combined to generate the pathway-specific *p*-value, that is calculated with Fisher’s method with Bonferroni correction. Microarray data are available at GEO (accession number: GSE106357).

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA)^39^ was applied to our microarray data. All genes were ranked by the fold-change between the *Camkk2* null and WT control samples. Normalized Enrichment Score (NES) and adjusted q-values were computed utilizing the GSEA method, based on 1000 random permutations of the ranked genes. Gene set collections (MSigDB, http://www.broadinstitute.org/gsea/msigdb/) were used to determine enriched pathways.

### Real-time quantitative RT-PCR assay

RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Quantitative PCR was performed using iQ SYBR Green Supermix (Bio-Rad, CA, USA) with respective primers and cDNA. The assay was run on the CFX96 Real-Time System (Bio-Rad, CA, USA). The primer sequences are listed in the Supplementary Table 3.

### Immunoblot

BMDM were washed three times with 2 ml of ice-cold PBS and lysed with 0.15 ml of M-PER mammalian protein extraction reagent with Halt protease and phosphatase inhibitors (Thermo Scientific). Equal amounts of protein per sample/lane were denatured and resolved by SDS-PAGE. Proteins were transferred to Immobilon-FL membranes (Millipore, Billerica, MA), and quantitative immunoblotting was performed using the Odyssey infrared immunoblotting detection system (LI-COR Biosciences, Lincoln, NE). Primary antibodies used were anti-CaMKK2 (6/CaM Kinase, 610544; BD Biosciences; dilution 1:1000); anti-actin (AC-40, catalog # A4700; Sigma-Aldrich; dilution 1:20000); anti-phospho-CaMK1 (Thr^177^; PA5-38434 ThermoFisher, dilution 1:500), anti-phospho-AMPKα (Thr^172^, 40H9; catalog # 2535; dilution 1:1000) and AMPKα (F6, catalog # 2793; dilution 1:1000) were from Cell Signaling (Danvers, MA). Secondary antibodies used were anti-mouse IgG Alexa Fluor 680 (catalog # A28183; Invitrogen; dilution 1:1000) and anti-rabbit IgG IRDye800-conjugated antibody (catalog # 611-132-002; Rockland Immunochemicals, Gilbertsville, PA; dilution 1:5000). All antibodies were used according to the manufacturer’s instructions. Images of uncut and unmanipulated blots are presented in Supplementary Fig. 12.

### T cell functional assays

T cells were enriched from the spleen of C57BL6/J mice using the Pan T Cell Isolation Kit II (Miltenyi, Bergisch Gladbach, Germany; catalog # 130-095-130). CD4^+^ and CD8^+^ T cells were purified by negative selection using EasySep CD4 and CD8 isolation kits (Stemcell Technology, Cambridge; catalog #19752 and 19753, respectively). Flow cytometry was used to establish degree of purity. After two washings in PBS with 2% FBS and 2 mM EDTA, 1 × 10^7^ T cells were re-suspended in 1 ml of PBS with 2 μM CFSE (CellTrace™ CFSE Cell Proliferation Kit, Invitrogen; catalog # C34554) and incubated at 37 °C, 5% CO_2_ for 20 min. In all, 35 ml of RPMI with 10% FBS were subsequently added to the cells and incubated for an additional 10 min. Subsequently, T cells were washed twice in PBS with 2% FBS and 2 mM EDTA. Cell numbers were determined and 1 × 10^5^ CFSE-labeled T cells, and 1 × 10^3^ BMDM were seeded into flat-bottom 96-well plates (Corning) with 200 μl of complete media in the presence or absence of 10 ng ml^−1^ purified NA/LE hamster anti-mouse CD3e (clone 145-2C11; BD Biosciences). After 24 h, supernates were collected for cytokine detection. T cell proliferation was measured at 72 h by flow cytometry. This experiment was replicated using purified CD4^+^ or CD8^+^ T cells.

WT and *Camkk2*^−/−^ BMDM were generated in the presence of TCM. The immune-modulatory activity of these supernates was tested on CD4^+^ and CD8^+^ T cells. To this purpose, 1 × 10^5^ CFSE-labeled CD4^+^ or CD8^+^ T cells were seeded into 96-well plates (Corning) with 200 μl of complete media with an optimal number of Dynabeads™ Mouse T-Activator CD3/CD28 (ThermoFisher; catalog # 11456D; bead/T cell ratio 1:1) in the presence or absence of TCM-BMDM supernates. T cell proliferation was measured at 72 h by flow cytometry.

T cells isolated from lymph nodes of WT mice were activated for 48 days using anti-CD28 (Biolegend, catalog # 102102; 5 μg ml^−1^) and anti-CD3 (Invitrogen, catalog # 16-0031-85; 2 μg ml^−1^) antibody prior to the assay. In total, 500,000 activated T cells or CD8+ OTI T cells were loaded into the top chamber of transwell inserts (VWR, catalog # CLS3464-48EA; 5.0-μm pore size). Supernates from WT and *Camkk2*^−/−^ BMDM, generated in the presence of TCM, was added to the bottom well. Plates were incubated at 37 ^o^C for the times indicated. The contents of the lower chamber were then collected and analyzed by flow cytometry.

### Cytokine detection

Cytokines were detected in supernates using MILLIPLEX^®^ 32-MAP Mouse Cytokine/Chemokine Magnetic Bead Panel (EMD Millipore, Darmstadt, Germany) and Luminex^®^ (Luminex, TX, USA), at RBL Immunology Unit of the Regional Biocontainment Laboratory at Duke.

### Tumor microenvironment on-a-chip model

The polydimethylsiloxane (PDMS) microfluidic devices were fabricated at the CNR-IFN facility using standard soft-lithography methods. Details of the design and microfabrication procedures were reported elsewhere^48^. The PDMS device was composed by three contiguous micro-compartments, including two three-dimensional (3D) lateral tumor microenvironment chambers and a central immune chamber. The lateral chambers were in continuous contact with medium chambers to guarantee a sufficient exchange of nutrients. Lateral compartments (section 150 × 500 μm, length 10,000 μm) were connected with the central compartment (section 150 × 1200 μm, length 10,000 μm) via an array of micro-channels (section 10 × 10 μm, length 200 μm).

E0771 tumor cells (1 × 10^6^ cells) were pre-incubated for 1 h with OVA_257–264_ peptide (1 μM; Sigma-Aldrich), washed and then mixed with BMDM from WT or *Camkk2*^−/−^ mice (E0771/BMDM ratio 1:5). E0771-BMDM cell suspensions were then included in hydrogels of bovine collagen I (PureCol, Advanced Matrix, #5005) at a final concentration of 2.3 mg ml^−1^, in MEM medium (Sigma-Aldrich), containing 0.28% NaHCO_3_ (pH = 8) to adjust the final pH to 7. E0771-WT BMDM and E0771 *Camkk2*^−/−^ BMDM were loaded in the right and left compartments, to generate simulacra of 3D WT and *Camkk2*^−/−^ tumor microenvironments (right and left compartment, respectively).

Central compartment was pre-coated with fibronectin (1 μg/ml; Sigma-Aldrich). OVA-specific CD8^+^ GFP-T cells (OT-I GFP) were isolated from spleen of OT-1 GFP mouse and expanded in vitro for 5 days with OVA_257–264_ peptide and IL-2 (30 U ml^−1^ R&D System). Bone marrow-derived dendritic cells (BMDC) were generated from Tg(CAG-DsRed*MST)1Nagy/J (The Jackson Laboratory) according to the protocol described elsewhere^69^. BMDC-DsRed were first pre-incubated with OVA_257–264_ peptide for 1 h, washed and then mixed with OT-I-GFP T cells (T cells/BMDC ratio 10:1). The immune cells suspension was finally loaded in the fibronectin-coated central compartment. Microfluidic device was then incubated at 37 °C, 5% CO_2_ and under humidity control conditions.

Images from 3D-tumor microenvironment compartments (WT and *Camkk2*^−/−^ compartments; see Supplementary Fig. 9) and the central immune compartment were acquired with an Olympus BX51WI upright microscope (Olympus America Inc., Center Valley, PA) using brightfield, FITC and TRITC channel filters, with ×5 objective. Images were taken at time 0 (~1 h after seeding of cells in lymphoid compartment), 18 h, 44 h and 72 h of incubation. Image analysis was performed using Fiji software^69^, merging the three channels and performing automated cell count in each fluorescence channel considering equivalent areas in WT and KO compartments.

### Mouse mammary tumors immunocytochemistry

For immunohistochemistry, tumor sections were deparaffinized and subjected to heat-induced antigen retrieval by incubation in Citrate Buffer pH 6.0 (Abcam, ab93678; Cambridge, MA, USA) for 40 min in a steamer (IHC-Tek™ Epitope Retrieval Steamer, IHC World, LLC, Woodstock, MD, USA). After incubation with 10% normal goat serum for 1 h, the sections were exposed sequentially to anti-CD3 antibody (Abcam; catalog # ab5690; dilution 1:500) or anti-CD31 antibody (Abcam; catalog # ab134168; dilution 1:150) at 4 °C overnight. Sections were then washed and incubated with biotinylated goat anti-rabbit IgG (Vector Laboratories, Burlingame, CA, USA; catalog # BA-1000; dilution 1:200) for 1 h, and subsequently with avidin–biotin-horseradish peroxidase (Vectastain® Elite ABC kit; Vector Laboratories; Burlingame, CA; catalog # PK-4010) for 1 h. Color was developed using 3,3′-diaminobenzidine (DAB) substrate kit (Vector Laboratories, catalog # SK-4100). To identify macrophages, sections were first treated with citrisolv (Fisher Scientific; catalog # 22-143-975) for 2 × 5 min; rehydrated 5 min each with 100%, 95%, 80%, 70%, 50%, 20% ethanol, and finally water. Sections were then incubated with 0.3% H_2_O_2_ (Sigma, catalog # H1009) in water for 30 min. Sections were then incubated with blocking solution [ABC vectra stain kit (Vector Laboratories; catalog # PK-6200) containing 10% of normal goat serum (Abcam; catalog # ab7481) in PBS-0.3% TWEEN^®^ 20 (Sigma, catalog # P1379) for 20 min. Sections were incubated with F4/80 antibody (Bio-Rad; catalog # MCA497GA; dilution 1:200) at 4 °C overnight, washed, and incubated at room temperature for further 30 min with biotinylated goat anti-rat IgG (Vector Laboratories, Burlingame, CA, USA; catalog # BA-9400; dilution 1:600). Subsequently sections were incubated with avidin–biotin-horseradish peroxidase (Vectastain^®^ Elite ABC kit; Vector Laboratories; catalog # PK-4010) for 1 h. Color was developed using 3,3′-diaminobenzidine (DAB) substrate kit (Vector Laboratories; catalog # SK-4100). Hematoxylin and eosin Stain (Vector Laboratories; catalog # H-3502) and Trichrome Stain (Electron Microscopy Sciences, Hatfield, PA, USA; catalog # 26367) were used according to the recommended protocols. Images were acquired using Olympus BX51WI upright microscope using a ×4  , ×20  , or ×40  objective. Images were quantified with ITCN plug-in for the ImageJ software.

### Statistics

Values were assessed for normality and where appropriate either in-transformed or a non-parametric test was selected. Tests used to calculate *p*-values are reported in the figure legends. Graphpad Prism was used for analysis unless otherwise stated. Statistical approaches for Table 1 and Supplementary Table 1 have been described under CaMKK2 IHC Analysis. For the tumor studies, reference data set previously generated in our lab was used to model the experiments, and an endpoint tumor size of 1.2 cm^3^ was selected. Based on our preliminary data, we assumed an expected difference between groups of 50% between days 11 to 14. Furthermore, we assumed most if not all tumors will reach the selected endpoint. This gives us an expected hazard ratio of 0.36 and setting a type 1 error rate of 0.05 for a 80% power. For power calculation in drug treatment of mammary tumor experiments, we assumed 50% difference between vehicle control and 100 μmoles/kg STO-609. Mice were removed from the study as their tumors reached humane endpoints (2000 mm^3^). When applicable, randomization to select control and treated mice/samples and single-blind assessment of the experimental results were used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The Microarray data have been deposited in the GEO database under the accession code GSE106357. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding authors [LR, DPM] upon reasonable request.

## References

[1] Noy R, Pollard JW (2014). Tumor-associated macrophages: from mechanisms to therapy. Immunity.

[2] Qian BZ, Pollard JW (2010). Macrophage diversity enhances tumor progression and metastasis. Cell.

[3] Ruffell B (2014). Macrophage IL-10 blocks CD8+ T cell-dependent responses to chemotherapy by suppressing IL-12 expression in intratumoral dendritic cells. Cancer Cell.

[4] Ugel S, De Sanctis F, Mandruzzato S, Bronte V (2015). Tumor-induced myeloid deviation: when myeloid-derived suppressor cells meet tumor-associated macrophages. J. Clin. Invest..

[5] Solinas G, Germano G, Mantovani A, Allavena P (2009). Tumor-associated macrophages (TAM) as major players of the cancer-related inflammation. J. Leukoc. Biol..

[6] Leek RD (1996). Association of macrophage infiltration with angiogenesis and prognosis in invasive breast carcinoma. Cancer Res..

[7] Medrek C, Pontén F, Jirström K, Leandersson K (2012). The presence of tumor associated macrophages in tumor stroma as a prognostic marker for breast cancer patients. Bmc. Cancer.

[8] Mahmoud SM (2012). Tumour-infiltrating macrophages and clinical outcome in breast cancer. J. Clin. Pathol..

[9] Williams, C. B., Yeh, E. S. & Soloff, A. C. Tumor-associated macrophages: unwitting accomplices in breast cancer malignancy. *NPJ Breast Cancer*. 10.1038/npjbcancer.2015.25 (2016).10.1038/npjbcancer.2015.25PMC479427526998515

[10] Schreiber RD, Old LJ, Smyth MJ (2011). Cancer immunoediting: integrating immunity’s roles in cancer suppression and promotion. Science.

[11] Racioppi L, Means AR (2012). Calcium/calmodulin-dependent protein kinase kinase 2: roles in signaling and pathophysiology. J. Biol. Chem..

[12] Marcelo Kathrina L., Means Anthony R., York Brian (2016). The Ca 2+ /Calmodulin/CaMKK2 Axis: Nature's Metabolic CaMshaft. Trends in Endocrinology & Metabolism.

[13] Green MF, Anderson KA, Means AR (2011). Characterization of the CaMKKbeta-AMPK signaling complex. Cell Signal.

[14] Colomer J, Means AR (2007). Physiological roles of the Ca2+/CaM-dependent protein kinase cascade in health and disease. Subcell. Biochem..

[15] Illario M (2008). Calmodulin-dependent kinase IV links Toll-like receptor 4 signaling with survival pathway of activated dendritic cells. Blood.

[16] Anderson KA, Means AR (2002). Defective signaling in a subpopulation of CD4(+) T cells in the absence of Ca(2+)/calmodulin-dependent protein kinase IV. Mol. Cell. Biol..

[17] Frigo DE (2011). CaM kinase kinase beta-mediated activation of the growth regulatory kinase AMPK is required for androgen-dependent migration of prostate cancer cells. Cancer Res..

[18] Lin F (2015). The camKK2/camKIV relay is an essential regulator of hepatic cancer. Hepatology.

[19] Subbannayya Y (2015). Calcium calmodulin dependent kinase kinase 2—a novel therapeutic target for gastric adenocarcinoma. Cancer Biol. Ther..

[20] Gocher AM (2017). Akt activation by Ca^2+^/calmodulin-dependent protein kinase kinase 2 (CaMKK2) in ovarian cancer cells. J. Biol. Chem..

[21] Racioppi L (2013). CaMKK2: a novel target for shaping the androgen-regulated tumor ecosystem. Trends Mol. Med..

[22] Teng EC, Racioppi L, Means AR (2011). A cell-intrinsic role for CaMKK2 in granulocyte lineage commitment and differentiation. J. Leukoc. Biol..

[23] Racioppi Luigi, Lento William, Huang Wei, Arvai Stephanie, Doan Phuong L, Harris Jeffrey R, Marcon Fernando, Nakaya Helder I, Liu Yaping, Chao Nelson (2017). Calcium/calmodulin-dependent kinase kinase 2 regulates hematopoietic stem and progenitor cell regeneration. Cell Death & Disease.

[24] Racioppi L, Noeldner PK, Lin F, Arvai S, Means AR (2012). Calcium/calmodulin-dependent protein kinase kinase 2 regulates macrophage-mediated inflammatory responses. J. Biol. Chem..

[25] SUGIURA K, STOCK CC (1952). Studies in a tumor spectrum. I. Comparison of the action of methylbis (2-chloroethyl)amine and 3-bis(2-chloroethyl)aminomethyl-4-methoxymethyl−5-hydroxy-6-methylpyridine on the growth of a variety of mouse and rat tumors. Cancer.

[26] Gong S (2003). A gene expression atlas of the central nervous system based on bacterial artificial chromosomes. Nature.

[27] Franklin RA (2014). The cellular and molecular origin of tumor-associated macrophages. Science.

[28] Yu YR (2016). A protocol for the comprehensive flow cytometric analysis of immune cells in normal and inflamed murine non-lymphoid tissues. PLoS. ONE.

[29] Mikucki ME (2015). Non-redundant requirement for CXCR3 signalling during tumoricidal T-cell trafficking across tumour vascular checkpoints. Nat. Commun..

[30] Györffy B (2010). An online survival analysis tool to rapidly assess the effect of 22,277 genes on breast cancer prognosis using microarray data of 1,809 patients. Breast Cancer Res. Treat..

[31] DeNardo DG (2011). Leukocyte complexity predicts breast cancer survival and functionally regulates response to chemotherapy. Cancer Disco..

[32] Wang K, Xu J, Zhang T, Xue D (2016). Tumor-infiltrating lymphocytes in breast cancer predict the response to chemotherapy and survival outcome: a meta-analysis. Oncotarget.

[33] Wang B (2011). Transition of tumor-associated macrophages from MHC class II(hi) to MHC class II(low) mediates tumor progression in mice. Bmc. Immunol..

[34] Georgoudaki AM (2016). Reprogramming tumor-associated macrophages by antibody targeting inhibits cancer progression and metastasis.. Cell Rep..

[35] Böttcher JP, Reis E, Sousa C (2018). The role of type 1 conventional dendritic cells in cancer immunity.. Trends Cancer.

[36] Diao J, Gu H, Tang M, Zhao J, Cattral MS (2018). Tumor dendritic cells (DCs) derived from precursors of conventional DCs are dispensable for intratumor CTL responses. J. Immunol..

[37] Laoui D (2016). The tumour microenvironment harbours ontogenically distinct dendritic cell populations with opposing effects on tumour immunity. Nat. Commun..

[38] Veglia F, Gabrilovich DI (2017). Dendritic cells in cancer: the role revisited. Curr. Opin. Immunol..

[39] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[40] Newman AM (2015). Robust enumeration of cell subsets from tissue expression profiles. Nat. Methods.

[41] Racioppi L, Means AR (2008). Calcium/calmodulin-dependent kinase IV in immune and inflammatory responses: novel routes for an ancient traveller. Trends Immunol..

[42] Sag D, Carling D, Stout RD, Suttles J (2008). Adenosine 5′-monophosphate-activated protein kinase promotes macrophage polarization to an anti-inflammatory functional phenotype. J. Immunol..

[43] Yang Z, Kahn BB, Shi H, Xue BZ (2010). Macrophage alpha1 AMP-activated protein kinase (alpha1AMPK) antagonizes fatty acid-induced inflammation through SIRT1. J. Biol. Chem..

[44] Galic S (2011). Hematopoietic AMPK beta1 reduces mouse adipose tissue macrophage inflammation and insulin resistance in obesity. J. Clin. Invest..

[45] Mounier R (2013). AMPKα1 regulates macrophage skewing at the time of resolution of inflammation during skeletal muscle regeneration. Cell Metab..

[46] Carroll KC, Viollet B, Suttles J (2013). AMPKα1 deficiency amplifies proinflammatory myeloid APC activity and CD40 signaling. J. Leukoc. Biol..

[47] Sonoda J (2007). Nuclear receptor ERR alpha and coactivator PGC-1 beta are effectors of IFN-gamma-induced host defense. Genes Dev..

[48] Parlato S (2017). 3D Microfluidic model for evaluating immunotherapy efficacy by tracking dendritic cell behaviour toward tumor cells. Sci. Rep..

[49] Massie CE (2011). The androgen receptor fuels prostate cancer by regulating central metabolism and biosynthesis. EMBOJ..

[50] Movahedi K (2010). Different tumor microenvironments contain functionally distinct subsets of macrophages derived from Ly6C(high) monocytes. Cancer Res..

[51] Gordon SR (2017). PD-1 expression by tumour-associated macrophages inhibits phagocytosis and tumour immunity. Nature.

[52] Klug F (2013). Low-dose irradiation programs macrophage differentiation to an iNOS^+^/M1 phenotype that orchestrates effective T cell immunotherapy. Cancer Cell.

[53] Cortez-Retamozo V (2012). Origins of tumor-associated macrophages and neutrophils. Proc. Natl Acad. Sci. USA.

[54] Wendel M, Galani IE, Suri-Payer E, Cerwenka A (2008). Natural killer cell accumulation in tumors is dependent on IFN-gamma and CXCR3 ligands. Cancer Res..

[55] Aronica SM, Raiber L, Hanzly M, Kisela C (2009). Antitumor/antiestrogenic effect of the chemokine interferon inducible protein 10 (IP-10) involves suppression of VEGF expression in mammary tissue. J. Interferon Cytokine Res..

[56] Taslimi Y (2016). Antitumor Effect of IP-10 by Using Two Different Approaches: Live Delivery System and Gene Therapy. J. Breast Cancer.

[57] Peng D (2015). Epigenetic silencing of TH1-type chemokines shapes tumour immunity and immunotherapy. Nature.

[58] Liu Z (2016). CXCL11-Armed oncolytic poxvirus elicits potent antitumor immunity and shows enhanced therapeutic efficacy. Oncoimmunology.

[59] Wang P (2010). Integrating individual functional moieties of CXCL10 and CXCL11 into a novel chimeric chemokine leads to synergistic antitumor effects: a strategy for chemokine-based multi-target-directed cancer therapy. Cancer Immunol. Immunother..

[60] Nelson ER (2013). 27-Hydroxycholesterol links hypercholesterolemia and breast cancer pathophysiology. Science.

[61] Baek AE (2017). The cholesterol metabolite 27 hydroxycholesterol facilitates breast cancer metastasis through its actions on immune cells. Nat. Commun..

[62] Ouimet M (2015). MicroRNA-33-dependent regulation of macrophage metabolism directs immune cell polarization in atherosclerosis. J. Clin. Invest..

[63] Zhu YP, Brown JR, Sag D, Zhang L, Suttles J (2015). Adenosine 5′-monophosphate-activated protein kinase regulates IL-10-mediated anti-inflammatory signaling pathways in macrophages. J. Immunol..

[64] Rao E (2015). Deficiency of AMPK in CD8+ T cells suppresses their anti-tumor function by inducing protein phosphatase-mediated cell death. Oncotarget.

[65] Anderson KA (2008). Hypothalamic CaMKK2 contributes to the regulation of energy balance. Cell Metab..

[66] Heller G (2007). Downregulation of TSLC1 and DAL-1 expression occurs frequently in breast cancer. Breast Cancer Res. Treat..

[67] Sood AK (2007). Expression characteristics of prostate-derived Ets factor support a role in breast and prostate cancer progression. Hum Pathol..

[68] Guy CT, Cardiff RD, Muller WJ (1992). Induction of mammary tumors by expression of polyomavirus middle T oncogene: a transgenic mouse model for metastatic disease. Mol. Cell. Biol..

[69] Inaba, K. et al. Isolation of dendritic cells. *Curr. Protoc. Immunol*. 10.1002/0471142735.im0307s86 (2009).10.1002/0471142735.im0307s8619653207

# Supplementary material for: CaMKK2 in myeloid cells is a key regulator of the immune-suppressive microenvironment in breast cancer
**Source:** Nat Commun. 2019 Jun 4;10:2450. doi: 10.1038/s41467-019-10424-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title: Supplementary Data 1**
**Description:** List of the differentially expressed genes (DEGs) in WT and Camkk2- /- macrophages. BMDM were generated in the presence of regular medium or tumor-conditioned medium (RM or TCM) and microarray analysis was then performed. Differentially expressed genes (DEGs) were identified based on LogFc (< -0.5 or > + 0.5) and adjusted p-value (< 0.05).

**Title: Supplementary Data 2**
**Description:** List of significantly over-represented pathways in WT and Camkk2-/- macrophages. BMDM were generated in the presence of regular medium or tumor-conditioned medium (RM or TCM) and microarray analysis was then performed. Significantly over-represented pathways were identified in DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

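The series holds 16 arrays of RNA from bone marrow-derived macrophages of WT and *Camkk2*-/- mice, cultured in RM or TCM, with 4 biological replicates per group. The deposited table holds log2 signals per probe set. The submitters' processing notes name Affymetrix Expression Console, and the paper's methods name Transcriptome Analysis Console version 4.0 for quality control and DEGs. The version of the former, the summarization and normalization, the genome build, and the annotation are not given in the sources used here. Values ran from 1.63 to 19.6 and were used as deposited, with medians over genes of 5.774 to 5.909 per array.
Of 28846 probe sets, 6640 controls were left out. Of the other 22206, 19572 carried exactly 1 gene symbol in the probe annotation and 2634 none, and these were left out too. For 55 genes with more than 1 probe set, the probe set with the highest mean over all arrays was used, which gave 19505 genes, with no filter on low signal. Gene symbols and neighbors came from the reference gene table of assembly GRCm38.p6, in which the gene IDs of all 19572 probe sets were found. As signal over background, 23 antigenomic probe sets had a median of 5.37 over all arrays (means of 2.48 to 6.82). The number of arrays limits the precision.
Groups were compared with limma 3.58.1 (lmFit, contrasts, eBayes) in R 4.3.3 over all 16 arrays and 4 groups, with no covariates. The contrasts were TCM against RM in each genotype, *Camkk2*-/- against WT in each medium, and the difference between these, the interaction of genotype and medium. The p-values were adjusted over all genes by the Benjamini-Hochberg method. DEGs were genes with an adjusted p under 0.05 and an absolute natural-log fold change above 0.5, which is 0.721 on the log2 scale. These are the thresholds in the description of Supplementary Data 1, whose LogFc values are natural logs. Single genes and members of gene lists were called at an adjusted p under 0.05 alone. The code was tested on simulated arrays in which 200 of 19505 genes were changed between *Camkk2*-/- and WT TCM-BMDM. Each gene's spread was pooled over all 4 groups, with independent noise. The code found 68 of 100 genes changed by a log2 fold change of 1 and 99 of 100 changed by 2, and called 8 genes that had not been changed. WT TCM replicates 1 and 3 deviated more from their group mean (SD 0.357 and 0.377) than the other arrays (0.205 to 0.3). These rates may therefore not hold for comparisons with WT TCM-BMDM.
Gene lists were written from general knowledge of the pathways and cell types before the deposited values were examined and after Supplementary Data 1 had been read. The lists for Fig. 4c were read from its labels, of which *Cd38* and *Il12b* had no probe set with their symbol. Each list was counted at an adjusted p over all genes and over the list alone, and tested with camera at a preset correlation of 0.01 and at an estimated correlation, with fry, and with fgsea 1.28.0 (1000 permutations of genes ranked by fold change), adjusted over the lists. The labels of Fig. 4c were counted and not tested as sets. For a list reported with 0 members lower or 0 higher, the count at an unadjusted p under 0.05 was also 0, apart from the cases in which a number is given. The genes named in the text were set by a rule: *Camkk2*, the genes that the paper names for these arrays, the 8 genes with the largest change in each direction of each comparison whose groups of arrays do not overlap, up to 4 members of each list with the smallest adjusted p, members that go against the rest of their list, and genes near *Camkk2*. The values of Supplementary Data 1 and Fig. 4 had been seen when this rule was written. *S100a8* and *S100a9* were added as abundant neutrophil markers.
Supplementary Data 1 was compared with the deposited values with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1. Each result was repeated without each array in turn, with fits to the 8 arrays of a comparison, trend and robust variance estimates, array weights, repeated quantile normalization, centring of each array on its median, a filter that drops the 40% of genes with the lowest mean, the mean over the probe sets of a gene, all probe sets, the replicate number as a block, and other thresholds. A factor for replicates 1 and 2 against 3 and 4 was added after a principal component was seen to part them in RM. Counts were also compared with other splits of the same arrays into groups of 4. No array was left out of the values at the claims.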

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

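The test without WT TCM replicate 3 was chosen after its values were seen, that of the genes near *Camkk2* after Supplementary Data 1 had been read, and those of the neutrophil covariate and of neighboring genes before their results but after the list means per array and the names of the genes had been seen. An array was taken to stand apart when its gap to the nearest array of its group exceeded Dixon's 95% critical value for 4 samples. This held in 8 of 184 groups of values, and chance gives about 1 in 20.
On the type I interferon list, WT TCM replicate 3 stood apart with a mean of −0.53 against 0.50 to 0.64, as did *Camkk2*-/- TCM replicate 4 with 1.26 against 1.56 to 1.62, and on the type II list *Camkk2*-/- TCM replicate 4 with 1.13 against 1.53 to 1.55. Without WT TCM replicate 3, 19 of the 36 type I genes that were higher in *Camkk2*-/- TCM-BMDM still passed, at a median log2 fold change of 0.87 against 1.08. That count is 1 above the bound of 18 set after the array means were seen. Each *Camkk2*-/- TCM array (1.26 or more) lay above each of the other WT TCM arrays (0.64 or less), so WT TCM replicate 3 does not set the whole difference. The other 17 calls were lost without it. Calls of this list were also lost without *Camkk2*-/- TCM replicate 1, 2, or 3, so the loss is not particular to WT TCM replicate 3. With each array centred on its median, 35 of the 36 still passed. The medians of the TCM arrays already lay between 5.846 and 5.907, so centring could change little. It cannot test a shift that the authors' normalization removed or added. More neutrophils in the *Camkk2*-/- TCM cultures cannot be told apart, since with the mean of the neutrophil list as a covariate the median was 0.88 but 9 of the 36 passed, and that list was itself higher in *Camkk2*-/- TCM-BMDM. Its abundant genes *S100a8* (0.59 (standard error 0.38, adjusted p = 0.526)) and *S100a9* (0.80 (standard error 0.37, adjusted p = 0.302)) did not pass, the paper reports over 90% CD11b+ F4/80+ Ly6C- cells, and a biological effect of the genotype stays open.
A set of 92 genes, 44 higher and 48 lower, differed between *Camkk2*-/- and WT BMDM in the same direction in both media, a set that the paper's text does not discuss, although Supplementary Data 1 gives the comparison in both media for its genes. Without *Camkk2*, 15 of 91 lie on its chromosome (16.5%, against 5.83% of measured genes), which argues against sequence carried along with the allele on that chromosome as the source of most of them, while among the 100 genes nearest to *Camkk2*, *Rnf34* (−1.23 (standard error 0.22, adjusted p = 0.0018) in TCM) and *Clip1* (0.70 (standard error 0.17, adjusted p = 0.0163)) were 2 of the set (one-sided Fisher's exact test, p = 0.0795; p = 0.0228 for the nearest 50 and p = 0.067 for the nearest 200). Of 89 genes outside that window, 20 have another among the 10 nearest measured genes on either side, such as *Spint1*, *Zfyve19*, *Chp1*, *Ganc*, and *Snap23*, against a mean of 6.88 in 10000 random draws (5th to 95th percentile 2 to 13, permutation p = 0.001), which is in line with segments of another strain elsewhere in the genome. Neighbors that share regulation stay open, as does a biological effect of CaMKK2, and the paper gives at least 4 backcrosses to C57BL/6 after naming the LysMCre mice, without stating whether this covers the *Camkk2*-/- mice. Of the interferon lists, 3 genes belong to the 91, *Xaf1*, *Ifi27l2a*, and *Iigp1*.
The M2 list had a mean of 0.15 in WT RM replicate 1, against −0.36 to −0.28 in the other replicates. Immediate early genes had 0.063 in *Camkk2*-/- RM replicate 2, against −0.30 to −0.27. The macrophage core list had −0.40 in WT RM replicate 2, against −0.04 to 0.03. Genes of conventional dendritic cells had −0.31 in *Camkk2*-/- RM replicate 4, against 0.20 to 0.26. The log2 signal of *Cd86* was 10.30 in WT RM replicate 4, against 9.71 to 9.74.
The difference between the genotypes differed between the media for 28 genes (test of the interaction, adjusted p under 0.05). Its log2 value was 5.43 for *Cxcl11*, 2.46 for *Sectm1a*, 1.96 for *BC147527*, 1.77 for *Gbp8*, 1.74 for *Kcnab1*, 1.69 for *Akr1c18*, 1.62 for *Selenow*, and 1.56 for *Slc28a2b*. It was −3.30 for *Fn1*, −3.17 for *Kcnj10*, −2.90 for *Mamdc2*, −2.52 for *Fcrls*, −2.33 for *Hvcn1*, −2.28 for *Itgax*, −1.88 for *Lrrc32*, and −1.69 for *Rhob*. The mean signals of *Cxcl11*, *Sectm1a*, and *Kcnab1* in all groups but *Camkk2*-/- TCM-BMDM, of *Akr1c18* in all 4 groups, of *Kcnj10* in WT TCM-BMDM, and of *Lrrc32* in *Camkk2*-/- TCM-BMDM lay below the median of the background probe sets, so the sizes of these values are read from background signal. Of the 19 named genes that passed this test, 13 lost the call when some array was left out.
The paper does not discuss NRF2 targets, of which 4 of 9 were lower in *Camkk2*-/- than in WT TCM-BMDM, or neutrophil genes, of which 13 of 19 were higher in TCM than in RM in WT BMDM.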

How the results depend on the processing

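The factor for replicates 1 and 2 against 3 and 4 was chosen after seeing the data, and the other settings were planned. Counts of DEGs at an adjusted p under 0.01 were 258 for TCM against RM in WT BMDM, 239 in both genotypes, 421 for *Camkk2*-/- against WT in TCM, 80 in RM, and 373 in TCM and not in RM. That threshold left 7 genes with an interaction, 2 of steroid and 2 of cholesterol biosynthesis, 14 of cytokines and receptors, 17 of the type I interferon list, and 1 near *Camkk2*. At an unadjusted p under 0.05 the counts were 827 for TCM in WT BMDM, 400 for *Camkk2*-/- against WT in RM, 1594 for the interaction, 9 of steroid and 12 of cholesterol biosynthesis, 48 of cytokines and receptors, 14 of the M1 list, 5 of the M2 list, and 5 near *Camkk2*. These thresholds change the counts by construction. The cause of the other changes was not tested.
The interaction count was 44 with trend and robust variance estimates, and 7 genes of cholesterol biosynthesis were lower after repeated quantile normalization. Of the M2 list, 1 gene was higher in fits to 8 arrays, with array weights, with the filter on low signal, and with the factor for replicates 1 and 2 against 3 and 4. With that factor, 7 genes of steroid and 9 of cholesterol biosynthesis were lower. With an estimated correlation, camera gave an unadjusted p of 0.109 for steroid and 0.0918 for cholesterol biosynthesis.
The sources used here do not state that the replicate numbers pair the samples. Same-numbered arrays correlated above 0.1 after removal of group means in 12 of 24 pairs (range −0.23 to 0.35), and in 11 of the 24 pairs the array correlated best with its own number. For RM against TCM within a genotype, 6 of 8 pairs correlated above 0.1 and 6 of 8 matched best with their own number, so shared marrow in these stays open. The samples were not treated as paired. With the replicate number as a block, *Sqle* passed (adjusted p = 0.0164), 7 genes of steroid and 9 of cholesterol biosynthesis were lower, and the interaction count was 32, or 54 with a block within each genotype.
Without 1 array, the counts ranged from 322 to 618 for TCM in WT BMDM, 1366 to 1632 in *Camkk2*-/- BMDM, and 284 to 521 in both. They ranged from 527 to 748 for *Camkk2*-/- against WT in TCM, 94 to 169 in RM, 447 to 664 in TCM and not in RM, 10 to 51 for the interaction, 2 to 5 for steroid, 2 to 7 for cholesterol, 15 to 26 for cytokine, 19 to 39 for type I interferon, 13 to 22 for type II interferon, and 6 to 10 for M1 genes, 0 to 1 for M2 genes, and 1 to 2 near *Camkk2*. Counts moved by more than 1.5 times without WT TCM replicate 2 (322 and 284). For the interaction this held without WT RM replicate 2 (12) or 4 (10), *Camkk2*-/- RM replicate 1 (15), 2 (10), or 4 (17), WT TCM replicate 1 (18) or 3 (14), and *Camkk2*-/- TCM replicate 1 (13), 2 (18), 3 (18), or 4 (51). For the steroid and cholesterol genes it held without WT TCM replicate 1 or *Camkk2*-/- TCM replicate 3 (2 each), and for cholesterol without WT TCM replicate 4 (7). It held for cytokines without *Camkk2*-/- TCM replicate 2 or 3 (15), for type I interferon without WT TCM replicate 3 (19) or *Camkk2*-/- TCM replicate 1, 2, or 3 (22), for M2 without WT RM replicate 4, *Camkk2*-/- RM replicate 1, or WT TCM replicate 1 or 2 (1), and near *Camkk2* without WT TCM replicate 4 or *Camkk2*-/- TCM replicate 1 or 2 (1). Without WT TCM replicate 3, 511 of the 725 DEGs between the genotypes in TCM were still DEGs.
The other counts stayed within 1.5 times their value. None of the called named genes changed direction under any setting, and 25 of 101 lost the call without some array for TCM in WT BMDM, 27 of 172 in *Camkk2*-/- BMDM, 38 of 119 for *Camkk2*-/- against WT in TCM, and 15 of 39 in RM. Signal limits the dim genes: 10684 of 19505 genes had a mean above the median of the background probe sets.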

Differences from the paper's values

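The factor for replicates 1 and 2 against 3 and 4 and the comparison with the p-values of Supplementary Data 1 were chosen after seeing the values, and the other settings named here were planned. The description of Supplementary Data 1 names thresholds on LogFc and on an adjusted p, which were used here. By these, that table holds 301 DEGs between *Camkk2*-/- and WT BMDM in RM (the paper's value), against 141 here. In a gene-by-gene comparison over the arrays that match this column best, 247 of its 282 matched calls pass at an unadjusted p and 7 at an adjusted one, so the p-values in the table are closer to unadjusted ones. Of the alternatives set before the data were examined, an unadjusted p under 0.05 (400) lies within 1.5 times the paper's count and the others do not. The paper's 439 genes changed regardless of genotype and 455 selectively regulated genes were 428 and 637 here, within 1.5 times. By its stated thresholds Supplementary Data 1 itself holds 542 and 535 such genes, and how the text counted is not stated, so whether the text's counts and those here follow the same rule is open.
Of 96 natural-log fold changes of genes that the paper names, 11 had another sign or differed by more than the replicate SD. Some of these differed in sign alone, by less than the replicate SD. They are *Chil3* in RM (SD 0.777), *Hsd17b7* with TCM in WT BMDM (0.399), *Igfbp4* in RM (0.194), and *Tmem176b* in TCM (0.422). The values here are differences of means over all arrays. The table's columns lie closest to Tukey biweights, without WT TCM replicate 3 for *Camkk2*-/- against WT in TCM (median log2 difference 0.0021). For TCM in WT BMDM the closest choice also left that array out (0.0284). The 2 sets of values may therefore rest on unlike arrays and summaries. For *Cxcl9*, the paper's values are 1.06 for TCM against RM in WT BMDM, −0.626 for *Camkk2*-/- against WT in TCM, and 0.399 in RM, against 0.57, −0.036, and 0.208 here. These came within the SD without WT RM replicate 1 or 4 or WT TCM replicate 3 or 4, without WT TCM replicate 3 or *Camkk2*-/- TCM replicate 1, and without WT RM replicate 1 or 4 or *Camkk2*-/- RM replicate 2 or 4, respectively. For *Chil3* in RM, the paper's value is −0.239, against 0.346 here, and the sign matched without WT RM replicate 3. For *Cd86* with TCM in *Camkk2*-/- BMDM, the paper's value is 1.16, against 1.36 here, and the difference was smaller than the SD after repeated quantile normalization, with centred arrays, and without *Camkk2*-/- RM replicate 1 or 4 or *Camkk2*-/- TCM replicate 2. For *Hsd17b7* with TCM in WT BMDM, the paper's value is 0.104, against −0.179 here, and the sign matched without WT RM replicate 1. For *Stfa2l1* with TCM in WT BMDM, the paper's value is 3.88, against 3.16 here, and the difference was smaller than the SD without WT RM replicate 4 or WT TCM replicate 3. For *Cd300lf* with TCM in *Camkk2*-/- BMDM, the paper's value is 2.95, against 2.73 here, and the difference was smaller than the SD without *Camkk2*-/- RM replicate 4 or *Camkk2*-/- TCM replicate 2. For *Igfbp4* between the genotypes, the paper's values are −0.56 in TCM and −0.00995 in RM, against −0.831 and 0.027 here. In TCM the difference was smaller than the SD with array weights and without WT TCM replicate 1 or 3 or *Camkk2*-/- TCM replicate 1, and in RM the sign matched with array weights, after repeated quantile normalization, and without WT RM replicate 2 or *Camkk2*-/- RM replicate 2. For *Tmem176b* between the genotypes in TCM, the paper's value is −0.0296, against 0.0943 here, and the sign matched without WT TCM replicate 3 or 4. The other alternatives set before the data were examined did not close these gaps.
The paper states that most genes of steroid biosynthesis were downregulated. Here 4 of 16 were lower at an adjusted p over all genes, 9 adjusted over the list alone or at an unadjusted p under 0.05, and 4 of the 16 had a higher value. The paper names *Sqle* among the genes with decreased expression, and here its log2 fold change was −1.25 and did not pass. It passed in a fit to the 8 TCM arrays (adjusted p = 0.0132) and with the replicate number as a block, both planned. It also passed with the factor for replicates 1 and 2 against 3 and 4, which was chosen after seeing the values (adjusted p = 0.00947). *Hsd17b7*, *Cyp51*, and *Msmo1*, which it also names, passed.
The paper states that most of the M1 signature genes of Fig. 4c were upregulated. Of the 12 labels measured here, 5 passed as higher, 10 adjusted over the list alone, and 10 had a higher value, and of the 11 measured labels of M1 and DC genes, 6 passed as higher. The labels *Cd38* and *Il12b* had no probe set with their symbol. It names *Nos2* among the increased genes of an M1-like phenotype, and reports its upregulation by qPCR (Fig. 4d), a measurement apart from the arrays. On the arrays *Nos2* did not pass (log2 fold change 1.54), but passed with array weights (adjusted p = 0.0484) and without WT TCM replicate 1 (adjusted p = 0.0183), and *Cd86* and *Cxcl10*, named with it, passed. The paper states that *Cxcl9* was increased in *Camkk2*-/- BMDM, shown in Fig. 6c in other samples, and on the arrays its log2 fold change in TCM was −0.05, whereas *Cxcl10* was higher. The mean signals of *Cxcl9* in TCM lay within the range of the background probe sets (means of 2.48 to 6.82), so a difference may be missed. The paper names *Cxcl11* among the genes changed by TCM regardless of genotype. Here *Cxcl11* did not pass in WT BMDM at an adjusted p of 0.0517, with mean signals below the median of the background probe sets in both media, but passed with array weights, with the filter on low signal, with either replicate block, without WT TCM replicate 3 or *Camkk2*-/- TCM replicate 4, and with the factor chosen after seeing the values.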

Other observations

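The tests of Supplementary Data 1 below were chosen after its values were seen.
Of 9 measured targets of NRF2, genes of the response to oxidative stress, 5 fell with TCM in WT and 6 in *Camkk2*-/- BMDM, and 0 rose in either (limma; adjusted over the list alone and at an unadjusted p under 0.05, 6 fell and 2 rose in WT BMDM and 7 fell in *Camkk2*-/- BMDM). As a set they had adjusted p = 4.26e-06 in WT and adjusted p = 2.16e-09 in *Camkk2*-/- BMDM with camera, and adjusted p = 0.0931 and adjusted p = 0.0566 with an estimated correlation. Between the genotypes in TCM, 4 were lower and 0 higher (6 and 0 adjusted over the list alone; camera, adjusted p = 2.57e-08, and adjusted p = 0.074 with an estimated correlation): thioredoxin reductase *Txnrd1* (−1.50 (standard error 0.20, adjusted p = 0.000148)), *Gclm* (−1.21 (standard error 0.17, adjusted p = 0.000178)) and *Gclc* (−0.80 (standard error 0.16, adjusted p = 0.00462)) of glutathione synthesis, and the quinone reductase *Nqo1* (−1.01 (standard error 0.24, adjusted p = 0.016)). For *Gclm*, the difference between the genotypes differed between the media (−1.51 (standard error 0.24, adjusted p = 0.00908)). In RM, 0 passed (0 at an unadjusted p under 0.05). TCM also raised 4 of 10 immediate early genes in WT BMDM (7 adjusted over the list alone), among them *Egr1* (1.39 (standard error 0.28, adjusted p = 0.00739)), and 5 in *Camkk2*-/- BMDM (6 adjusted over the list alone). *Egr1* was the 1 gene of that list higher in *Camkk2*-/- than in WT TCM-BMDM (1.30 (standard error 0.28, adjusted p = 0.00867); 2 adjusted over the list alone). Of 23 genes of glycolysis and hypoxia, TCM raised 5 in each genotype (8 in WT and 6 in *Camkk2*-/- BMDM adjusted over the list alone), and *Pfkfb3* was the 1 gene higher in *Camkk2*-/- TCM-BMDM (1.02 (standard error 0.19, adjusted p = 0.00239); 1 adjusted over the list alone). The list as a set went the other way between the genotypes, with a higher value for 4 of the 23 genes, a median of −0.22, and 3 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.0251, and adjusted p = 0.515 with an estimated correlation). Of 14 genes of the integrated stress response, TCM raised 1 in WT BMDM, *Mthfd2* (1.24 (standard error 0.19, adjusted p = 0.000757)), and 4 in *Camkk2*-/- BMDM and lowered *Psat1* there (−1.09 (standard error 0.33, adjusted p = 0.033); 9 higher and 1 lower in WT, and 5 and 1 in *Camkk2*-/- BMDM, adjusted over the list alone). The difference between the genotypes in the response to TCM passed for 0 of these 14 genes (1 higher at an unadjusted p under 0.05) and 0 of the 10 immediate early genes (0 at an unadjusted p under 0.05).
Markers of other cells differed between the groups as well. Of 8 genes of inflammatory monocytes, 1 was higher and 0 lower in *Camkk2*-/- than in WT TCM-BMDM (4 and 0 adjusted over the list alone; camera, adjusted p = 0.00226, and adjusted p = 0.252 with an estimated correlation). In RM 2 were higher and 0 lower (4 and 0 adjusted over the list alone; camera, adjusted p = 2.26e-07, and adjusted p = 0.297 with an estimated correlation). Of 9 genes of mast cells and basophils, 3 rose with TCM in WT and 5 in *Camkk2*-/- BMDM (3 and 5 adjusted over the list alone), among them in WT BMDM *Mcpt8* (2.41 (standard error 0.38, adjusted p = 0.000773), from a mean signal below the median of the background probe sets in RM), and *Mcpt8* was the 1 gene higher in *Camkk2*-/- than in WT TCM-BMDM (1.38 (standard error 0.38, adjusted p = 0.0413)). Of 10 osteoclast genes, 1 was lower in *Camkk2*-/- TCM-BMDM, *Atp6v0d2* (−1.07 (standard error 0.17, adjusted p = 0.000568)). Of 11 genes of conventional dendritic cells, *Kmo* was higher (1.41 (standard error 0.32, adjusted p = 0.0129)) and *Itgax* (−1.47 (standard error 0.30, adjusted p = 0.00476)) and *Batf3* (−0.88 (standard error 0.21, adjusted p = 0.0156)) were lower. Of 10 genes of epithelial cells and fibroblasts, 3 were higher, *Cdh1* (2.34 (standard error 0.29, adjusted p = 5.41e-05)), *Pdgfrb* (1.09 (standard error 0.28, adjusted p = 0.028)), and *Dcn*, whose mean signals lay below that median in all 4 groups. Of this list, TCM raised 2 and lowered 0 in *Camkk2*-/- BMDM (2 and 0 adjusted over the list alone; 1 lower at an unadjusted p under 0.05), and in WT BMDM 0 changed (0 at an unadjusted p under 0.05). As a set its change in *Camkk2*-/- BMDM had an adjusted p = 0.00972 with fry and 0.191 with camera, with an adjusted p = 0.292 with an estimated correlation. The difference between the genotypes in the response to TCM passed for 0 of its genes (2 higher adjusted over the list alone and at an unadjusted p under 0.05). Of 22 cell cycle genes, 2 were lower in *Camkk2*-/- TCM-BMDM, *Mcm6* (−0.83 (standard error 0.21, adjusted p = 0.0231)) and *Pcna* (−0.68 (standard error 0.18, adjusted p = 0.0325)). Of 9 B cell genes, 1 was lower, *Blnk* (−1.17 (standard error 0.22, adjusted p = 0.00239)). Of 6 erythroid genes and 11 genes of T and NK cells, 0 passed (1 lower and 3 higher, respectively, at an unadjusted p under 0.05). Of 16 genes of the CaMKK and AMPK pathway, *Camkk2* was the 1 that differed between the genotypes in TCM.
Besides *Nos2*, given above, the paper measured *Arg1*, *Retnla*, and *Chil3* by qPCR in Fig. 4d. On the arrays, these had log2 fold changes between *Camkk2*-/- and WT TCM-BMDM of 1.03 (standard error 0.31, adjusted p = 0.0663) for *Arg1*, −0.19 (standard error 0.24, adjusted p = 0.804) for *Retnla*, and 0.73 (standard error 0.73, adjusted p = 0.737) for *Chil3*. The mean signals of *Retnla* in all 4 groups and of *Arg1* in WT cells lay below the median of the background probe sets. *Arg1* passed in a fit to the 8 TCM arrays, with array weights, with the filter on low signal, without WT RM replicate 4 or *Camkk2*-/- RM replicate 1, and with the factor for replicates 1 and 2 against 3 and 4, which was chosen after seeing the values.
The fold changes of Supplementary Data 1 between *Camkk2*-/- and WT TCM-BMDM lie closest, among 363 choices of arrays and summaries, to Tukey biweights over WT TCM replicates 1, 2, and 4 and all *Camkk2*-/- TCM replicates, with a median absolute log2 difference of 0.0021 over 1634 genes, against 0.0594 for the next choice and 0.0876 for all arrays, in line with a table computed without WT TCM replicate 3. For the other comparisons the closest choice was 0.0284 (TCM in WT BMDM, without the same array), 0.0502 (RM, all arrays), and 0.0564 (TCM in *Camkk2*-/- BMDM, without replicate 1 of each group), so the arrays behind those columns stay open. The p-values in the column headed adjpv for *Camkk2*-/- against WT in TCM differ from unadjusted p-values of a gene-by-gene comparison of means over these arrays by a median of 1.39e-05 on the log10 scale, and from adjusted ones by 0.935, which is in line with p-values that were not adjusted for the number of genes. Of 659 matched genes past the table's thresholds in that comparison, 656 pass at such an unadjusted p and 76 at an adjusted one. The paper states 4 replicates per group, and all 16 arrays were kept here.
Each count was set beside those from other splits of the same arrays into groups of the same sizes. With 35 splits, 1 in 35 is the smallest share that can be reached. No other split gave as many DEGs of TCM against RM in WT BMDM (517, highest other split 91; 1 of 35 splits as large) or in *Camkk2*-/- BMDM (1589, highest other 1). The same held for those in both genotypes (428, highest other 0; 1 of 100), and for *Camkk2*-/- against WT in TCM (725, highest other 3) and in RM (141, highest other 37). For the genes lower or higher in *Camkk2*-/- TCM-BMDM of steroid (4) and cholesterol biosynthesis (4), cytokines and receptors (25), the type I (36) and type II (17) interferon lists, and the M1 list (9), the highest other split gave 0. These lists were counted on the same 35 splits. They were written after Supplementary Data 1, made from these arrays, had been read, so the splits do not exclude chance for them. For the 2 genes near *Camkk2* the highest other split gave 0 (1 of 100 as large). This concerns their difference between the genotypes and not their position (one-sided Fisher's exact test, p = 0.0795). For DEGs in TCM and not in RM (637) the highest other split gave 611, and for the interaction (28) it gave 364 and 3 of 100 splits were as large. Those splits kept the real groups in TCM and exchanged 3 or 1 of the RM arrays. They therefore keep the difference between the genotypes in TCM. With 3 RM arrays exchanged, the mean difference between the genotypes in RM changes its sign and adds to that in TCM. With 1 exchanged, it shrinks. Their interaction counts of 364 and 49 therefore hold the difference between the genotypes itself. These splits cannot tell how many interaction genes chance would give, so they do not decide on the 28. For the M2 list the count is 0, which every split reaches, so the splits test nothing there.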
